# Cell division- and DNA replication-free reprogramming of somatic nuclei for embryonic transcription

**DOI:** 10.1016/j.isci.2021.103290

**Published:** 2021-11-03

**Authors:** Junko Tomikawa, Christopher A. Penfold, Takuma Kamiya, Risa Hibino, Ayumi Kosaka, Masayuki Anzai, Kazuya Matsumoto, Kei Miyamoto

**Keywords:** Cell biology, Stem cells research, Developmental biology

## Abstract

Nuclear transfer systems represent the efficient means to reprogram a cell and in theory provide a basis for investigating the development of endangered species. However, conventional nuclear transfer using oocytes of laboratory animals does not allow reprogramming of cross-species nuclei owing to defects in cell divisions and activation of embryonic genes. Here, we show that somatic nuclei transferred into mouse four-cell embryos arrested at the G2/M phase undergo reprogramming toward the embryonic state. Remarkably, genome-wide transcriptional reprogramming is induced within a day, and ZFP281 is important for this replication-free reprogramming. This system further enables transcriptional reprogramming of cells from *Oryx dammah*, now extinct in the wild. Thus, our findings indicate that arrested mouse embryos are competent to induce intra- and cross-species reprogramming. The direct induction of embryonic transcripts from diverse genomes paves a unique approach for identifying mechanisms of transcriptional reprogramming and genome activation from a diverse range of species.

## Highlights

• Mouse embryos arrested at the four-cell stage can induce transcriptional reprogramming
• ZFP281 plays a role in transcriptional reprogramming
• Embryonic environment permits cell division- and DNA replication-free reprogramming
• Transcriptional reprogramming of cross-species nuclei is induced in mouse embryos

## Introduction

A major paradigm shift in our understanding of cell states began more than 50 years ago when Gurdon demonstrated that a differentiated cell state can be returned to an undifferentiated one by nuclear transfer (NT) of a somatic cell nucleus into an unfertilized egg (Gurdon, 1962). Later, this NT technique enabled cloning of various animal species, consolidating the idea that somatic cell nuclei can be reprogrammed in eggs or oocytes (Cibelli et al., 1998; Wakayama et al., 1998; Wilmut et al., 1997). Nuclear transfer, in theory, offers a unique opportunity to reprogram genomes of endangered animals for conservation (Loi et al., 2016). Reprogramming technologies have been further developed since the successful derivation of induced pluripotent stem cells (iPSCs) (Takahashi and Yamanaka, 2006) and are widely recognized as promising for regenerative medicine applications (Mandai et al., 2017). Although many of the factors and molecular mechanisms that induce somatic cell nuclear reprogramming have been studied using iPSCs (Cheloufi et al., 2015; Mikkelsen et al., 2008; Soufi et al., 2012), NT of somatic cells into oocytes remains the fastest and most efficient way to reprogram cells (Kim et al., 2010), indicating the potent reprogramming abilities of oocytes. Indeed, iPSC production was accelerated by overexpressing several factors enriched in oocytes or early embryos (Gonzalez-Munoz et al., 2014; Maekawa et al., 2011).

The remarkable reprogramming activity of oocytes was originally studied using conventional NT to an oocyte at the metaphase II (MII) stage. In this NT setup, a somatic nucleus transferred to MII oocytes undergoes DNA replication and cell division before activating embryonic genes. When cell and oocyte are derived from different species, the resulting NT embryo normally arrests without proceeding to embryonic gene activation. Therefore, a cross-species NT system using a *Xenopus* oocyte nucleus—or germinal vesicle (GV)—has been developed to study mechanisms of transcriptional reprogramming in oocytes, in which transcriptomes of transplanted mammalian nuclei are reprogrammed toward those of oocytes in cell division- and DNA replication-free manners (Jullien et al., 2014; Miyamoto et al., 2013, 2018). Ultimately, this system does not induce the transcriptional programs of early embryos, and it is therefore desirable to develop a system that allows for direct reprogramming of nuclei toward early embryonic states.

Conventional NT systems also hampers the proper understanding of the contribution of cell division and DNA replication to transcriptional reprogramming. The effects of cell division and DNA replication on transcriptional reprogramming have been studied using cell fusion- or iPSC-mediated reprogramming systems. After fusion of somatic cells with embryonic stem (ES) cells, DNA synthesis is required for full activation of a pluripotency gene *Oct4* from somatic nuclei (Tsubouchi et al., 2013), an observation also supported in iPSC studies (Koche et al., 2011). In addition, the only supporting evidence for cell division- and DNA replication-free reprogramming has been obtained in the *Xenopus* cross-species NT, leading to the suggestion that cell division and DNA replication are required for transcriptional reprogramming in mammals (Koche et al., 2011; Tsubouchi et al., 2013; Wang et al., 2014). It is therefore important to ask if cell division- and DNA replication-free reprogramming can be achieved in mammals. The development of such reprogramming system would also be necessary to fully understand the nature of the superior reprogramming activities of mammalian eggs/oocytes or early embryos.

In the present study, we devised a unique NT system using mouse four-cell embryos to induce transcriptional reprogramming without the need for cell division and DNA replication. We therefore named this NT as Nuclear Transfer to Elicit embryonic Transcriptional Reprogramming (NT-ETR). We demonstrate that NT-ETR enables transcriptional reprogramming even from cell lines and cross-species cells that had never before been successfully reprogrammed by conventional NT. Furthermore, NT-ETR provides a conclusive opportunity to ask if cell division and DNA replication are needed for NT-mediated transcriptional reprogramming. Our results show that cell division and DNA replication are not prerequisite for transcriptional reprogramming in mammalian embryos, supporting the notion that early embryos continue to possess the potent reprogramming abilities seen in oocytes, which is partially explained by the presence of embryonic transcription factors (TFs) such as ZFP281. Finally, our direct reprogramming system enables the reactivation of silenced genes in order to obtain genomic information of various animals including endangered or extinct species such as *Oryx dammah*.

## Results

### Mouse four-cell embryos arrested at G2/M phase as recipients for NT-ETR

We hypothesized that mouse embryos arrested at G2 phase, which occurs after DNA replication but prior to cell division, might possess reprogramming abilities and that mouse embryos at the four-cell stage could be used as recipients for NT since four-cell embryos retain a degree of totipotency (Boiani et al., 2019; Maemura et al., 2021) and begin to express pluripotency factors (Suzuki et al., 2015). To prepare the recipients for cell division- and replication-free NT, we first sought a condition that would enable arrest of four-cell embryos at G2 phase and identified treatment with demecolcine, which interferes with microtubule organization (Kapur et al., 2007), as a candidate. Four-cell embryos cultured in KSOM medium were treated with 0.01, 0.1, 0.5, or 1.0 μg/mL demecolcine from 40 h post insemination (hpi) for 54 h, and developmental progression was morphologically examined in each concentration group. Embryos treated with 0.1–1.0 μg/mL demecolcine stopped cell division at the four-cell stage, whereas 0–0.01 μg/mL demecolcine-treated embryos did not show developmental arrest (Figures 1A and 1B). In 0.5 and 1.0 μg/mL treatment groups, however, a certain number of embryos were degenerated after 24 h culture. From this quantitative time course assessment, we conclude that 0.1 μg/mL demecolcine was optimal for arrest of mouse four-cell embryos for at least 24 h without obvious morphological defects (Figure 1B).

**Figure 1:**
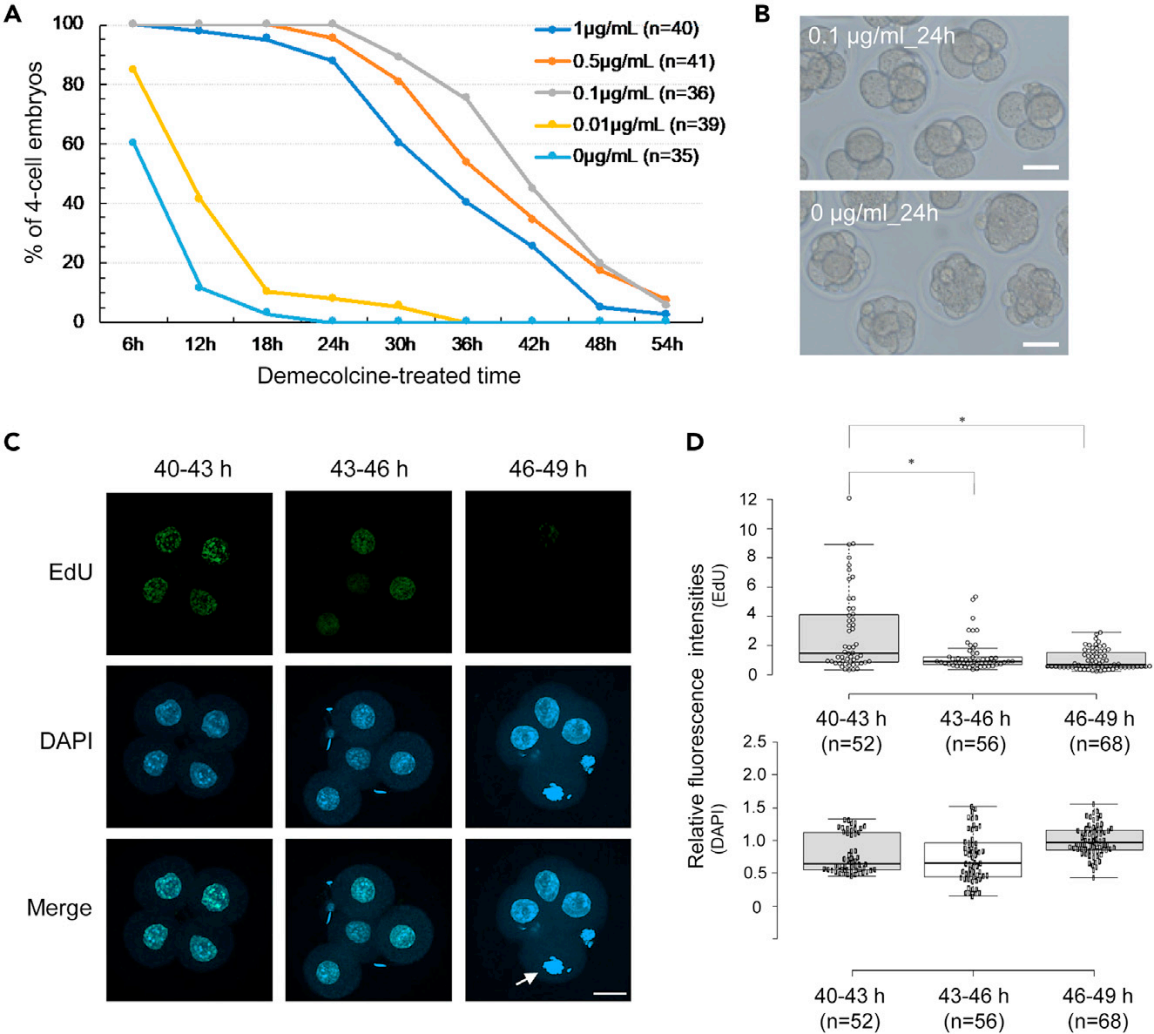
Conditions for inducing cell-cycle arrest at G2/M phase to mouse four-cell embryos (A) Percentages of four-cell-arrested embryos cultured with various concentrations of demecolcine. Four-cell embryos were treated with 0.01, 0.1, 0.5, or 1.0 μg/mL demecolcine from 40 hpi for 54 h, and four-cell embryos were morphologically assessed in each concentration group every 6 h. As a control, vehicle was added to the culture medium (0 μg/mL). Five independent experiments were performed. (B) Embryos treated with 0.1 μg/mL demecolcine or vehicle for 24 h from 40 hpi. Scale bars, 50 μm. (C) Assessment of DNA replication in demecolcine-treated four-cell embryos. DNA replication was observed by EdU incorporation during three different time frames; treatment with EdU from 40 to 43 hpi (40–43 h), 43 to 46 hpi (43–46 h), or 46 to 49 hpi (46–49 h). DNA was stained with DAPI. Three independent experiments were performed. Scale bar, 20 μm. (D) Quantitative assessment of EdU incorporation within four-cell embryonic nuclei. Fluorescence intensities of EdU and DAPI signals within each nucleus were determined as relative values to the mean nuclear fluorescence intensities for EdU and DAPI of 46–49 h. Tukey's HSD test was used to evaluate statistically significant differences (∗p < 0.05). Whiskers, 1.5x interquartile range; top box, 75^th^ percentile; center line, median; lower box, 25^th^ percentile.

We next determined the cell cycle states of four-cell embryos for subsequent NT experiments by assessing EdU incorporation. EdU was added to culture media during three different time frames; treatment with EdU from 40 to 43 hpi (40–43 h), 43 to 46 hpi (43–46 h), or 46 to 49 hpi (46–49 h). In the 40–43 h group, EdU incorporation was detected (Figure 1C). In the 43–46 h group, EdU signals were weak and significantly decreased compared with the 40–43 h group (Figures 1C and 1D, p < 0.05). In the 46–49 h group, almost no EdU signals were detected and blastomeres reaching M phase were observed (Figure 1C, arrow), indicating that DNA replication in four-cell embryos was complete before 46 hpi and hence embryos of 46–49 hpi are at G2/M phase. Taken together, mouse embryos can be arrested at the four-cell stage with 0.1 μg/mL demecolcine at least for 24 h and those with demecolcine are at G2/M phase from 46 hpi onward. In subsequent experiments, these conditions are used to prepare recipient embryos for achieving cell division- and replication-free reprogramming. Donor cell nuclei transplanted into the blastomeres of these arrested four-cell embryos can be incubated for a day, and such long exposure to the early embryonic environment might increase the chance of nuclear reprogramming.

### NT-ETR induces nuclear remodeling within a day

Differentiated donor cells were transferred to demecolcine-treated four-cell embryos and incubated for 24 h as depicted in Figure 2A. In order to trace nuclear remodeling of the transferred nuclei, differentiated ES cells carrying Lac repressor (LacR)-binding sites were used (Figure S1A, named as NeoR5 ES cell). This transgenic mouse ES cell line harbors 20–30 copies of Lac operator repeats, which can be visualized by the binding of LacR-mCherry (Miyamoto et al., 2011), and differentiation of the ES cells was induced by treatment with retinoic acid for 4 days. We first tested whether nuclear swelling, which is typically observed in reprogrammed nuclei after NT (Byrne et al., 2003), was induced in transferred nuclei. The nuclear sizes of four-cell embryos at G2 phase were much larger than those of donor cells, as revealed by DAPI staining of arrested four-cell embryos and unfused donor cells (Figure 2B, arrows). Two hours after NT-ETR, the donor cell nuclei, marked with accumulated LacR-mCherry, were slightly enlarged and decondensed (Figure 2C, arrowhead). The fused donor cell nuclei were further swelled at 24 h after NT-ETR and were indistinguishable from nuclei of recipient four-cell embryos (Figure 2C, arrowhead). We then monitored the process of nuclear swelling by live cell imaging. The injected NeoR5 cell showed accumulation of LacR-mCherry, as expected (Figure S1B, arrow). The injected nucleus was progressively enlarged during 500 min of incubation (Figure S1C and Video S1, arrows). This result suggests that nuclear swelling after NT-ETR proceeds gradually, in contrast to swelling after fertilization of sperm nuclei. Taken together, our results indicate that nuclear swelling, a landmark of nuclear reprogramming, is induced in differentiated nuclei after transplantation to four-cell embryos arrested at G2 phase.

**Figure 2:**
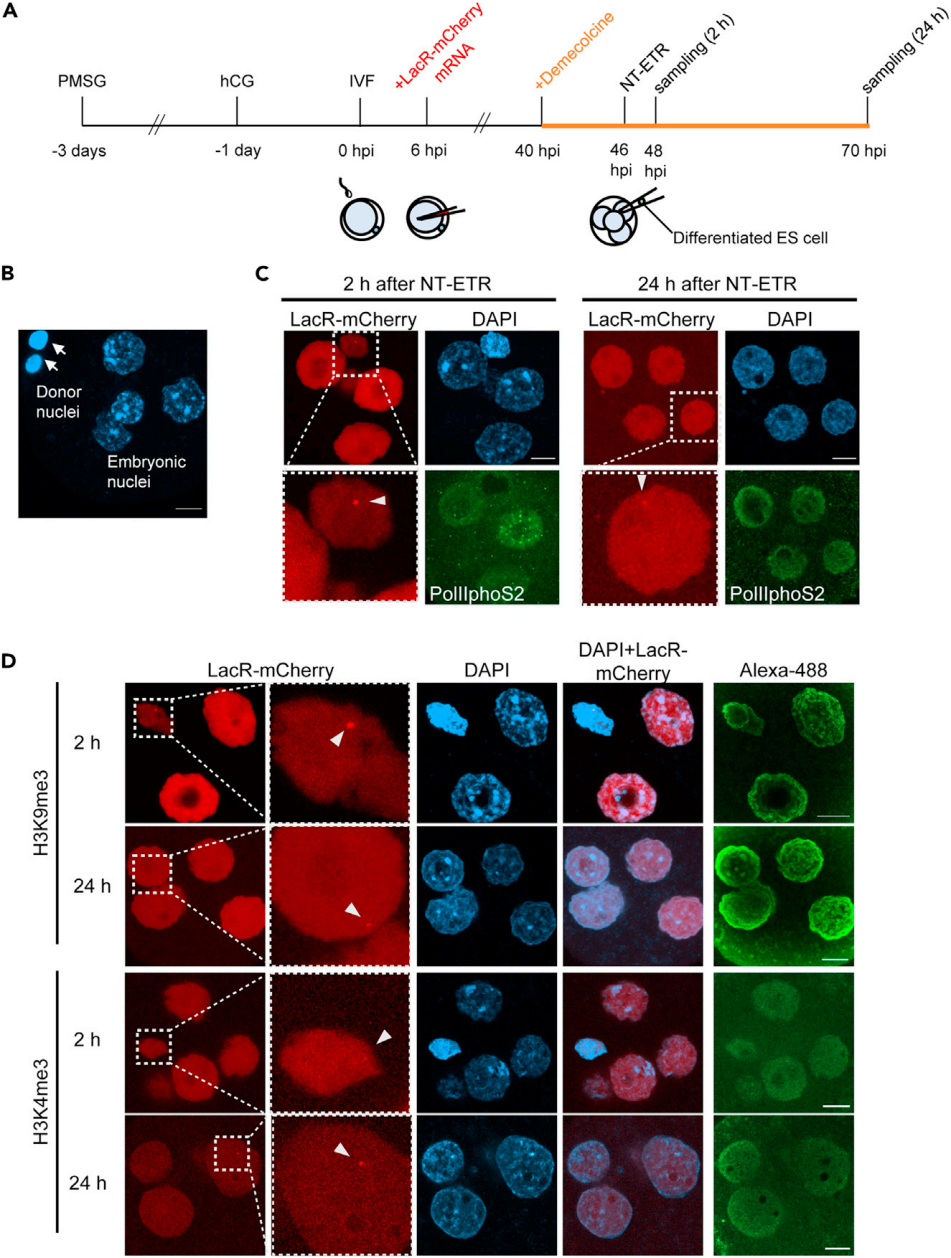
Remodeling of differentiated cell nuclei induced by NT-ETR (A) A schematic diagram of the time course of NT-ETR. *In vitro* fertilization (IVF)-derived mouse embryos were injected with Lac repressor mCherry (LacR-mCherry) mRNA solution at 6 hpi and cultured in KSOM medium containing 0.1 μg/mL demecolcine from 40 hpi. At 46 hpi, NT of differentiated NeoR5 ES cells was performed. The NT embryos were further cultured for 2 or 24 h and subjected to immunofluorescence staining. (B) Unfused donor cell nuclei (arrows) and recipient four-cell embryonic nuclei arrested at G2 phase were stained with DAPI. Scale bar, 10 μm. (C) Immunostaining of PolIIphoS2 (green) in the reconstructed embryos 2 and 24 h after NT-ETR. The NeoR5 donor cell nuclei were marked with accumulated LacR-mCherry (red dots; arrowheads). In the LacR-mCherry images, the bottom panels show higher magnification images of the regions indicated in the top panels by dashed boxes. Four independent experiments were performed. Scale bars, 10 μm. (D) Immunostaining of H3K9me3 and H3K4me3 (Alexa-488, green) in the reconstructed embryos 2 and 24 h after NT-ETR. In the LacR-mCherry images, the right panels show higher magnification images of the regions indicated in the left panels by dashed boxes. Arrowheads indicate the accumulated LacR-mCherry, marking the injected donor nuclei. Five independent experiments for H3K9me3 and six independent experiments for H3K4me3 were performed. Scale bars, 10 μm.

Video S1. The swelling process of a differentiated cell nucleus injected into a four-cell embryo pre-loaded with mCherry-LacR, related to Figure 2 A position of an injected nucleus is indicated in Figure S1. Images were taken from 2 h after NT-ETR and every 10 min for 580 min. Scale bar, 20 μm2

We next asked if the arrested four-cell embryos and injected donor nuclei were transcriptionally active. The NT embryos were subjected to immunostaining with RNA polymerase II phosphorylated at Serine 2 (PolIIphoS2), elongating RNA polymerase II. Two hours after NT-ETR, PolIIphoS2 signals were clearly detected in embryonic nuclei at G2 phase but not in injected donor nuclei (Figure 2C, arrowhead), implying the detachment of somatic transcription machineries after NT (Jullien et al., 2014). Twenty-four hours after NT-ETR, the signals were observed in all nuclei of the NT embryos including the injected differentiated nucleus (Figure 2C, arrowhead). To summarize, four-cell embryos at G2 phase can induce nuclear remodeling and transcriptional activation to the transplanted somatic nuclei within a day.

### Epigenetic states of differentiated cell nuclei fused with four-cell embryos

To investigate whether nuclear remodeling of donor differentiated cells after fusing with four-cell embryos at G2 phase is accompanied by epigenetic changes, histone modifications in the transferred nuclei were examined by immunostaining. Trimethylation of histone H3 at lysine 9 (H3K9me3) is a typical mark of constitutive heterochromatin, whereas H3K4me3 is enriched in euchromatin. Two hours after NT-ETR, fused differentiated cell nuclei were still in the process of nuclear swelling and enriched with H3K9me3 predominantly at the inner nuclear membrane, unlike recipient embryonic nuclei in which broad H3K9me3 signals were detected (Figure 2D). Twenty-four hours later, H3K9me3 signals of injected nuclei were observed both at the nuclear periphery and inside the nucleus, resembling the pattern of embryonic nuclei. H3K4me3 signals were broadly detected in all nuclei including enlarged injected cell nuclei (Figure 2D, arrowheads show injected nuclei). These results suggest that nuclei of the fused differentiated cells are remodeled into similar epigenetic states of the embryonic ones without cell division and DNA replication at least on a global level.

### Transcriptional activation of arrested NT embryos

Successful nuclear remodeling after NT-ETR prompted us to test whether genome-wide transcriptional reprogramming was induced after NT-ETR. 

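C2C12 is a myoblast line from C3H mice, and α-amanitin is a mushroom toxin that blocks RNA polymerase II (Pol II). RNA-seq was performed on 6 libraries of four-cell NT embryos, 3 with and 3 without α-amanitin, each made from a pool of 3 embryos. NT of 2 donor cells per embryo was performed at 46 hours post insemination (hpi) in the presence of 0.1 μg/mL demecolcine, and the embryos were cultured for 24 h, with 2.5 μg/mL α-amanitin in the treated group. The authors filtered and trimmed the reads, mapped them to the mm10 genome with STAR and expressed them as FPKM, fragments per kilobase of exon per 1000000 mapped fragments. The FPKM table lists 53023 genes, and its values could be turned back into whole numbers of reads. Without α-amanitin, between 1829781 and 2278397 reads per library were counted on genes (median 2162736), and 15310 to 16396 genes had at least 1 read. With α-amanitin, between 1136771 and 3101002 reads were counted (median 1588824), and 11872 to 14016 genes had at least 1 read. The paper normalized with ERCC spike-ins, RNAs added in known amounts, but the table used here lists 0 of them, so FPKM were used as the table gives them and a change common to all genes cannot be seen. Genes with an FPKM of at least 1 in at least 3 of the 6 libraries were tested with limma on log2(FPKM + 1), with a mean-variance trend and Benjamini-Hochberg adjustment. DEGs had to meet the paper's 2 criteria, a change of at least 4-fold and an adjusted p-value under 0.05. Adding 1 to each FPKM makes the fold changes of weakly expressed genes smaller. In simulated libraries of the same depths, the procedure recovered 182 of 199 genes with changes of at least 8-fold (91.5%) and made 9 false calls among 10171 genes. The simulated spread was a fixed value for every gene, not that of these libraries, and weakly expressed genes were left unchanged. Recovery and false calls in the real libraries may therefore differ.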

Mouse C2C12 cells were fused with arrested four-cell embryos, and the NT embryos were treated with or without α-amanitin to block RNA polymerase II activities for detecting newly synthesized transcripts by Pol II (Figure 3A). After RNA-seq analyses of those embryos, we compared transcriptomes between each condition. Hierarchical clustering and principal component analysis (PCA) revealed that NT embryos with or without α-amanitin treatment showed a clearly different pattern of transcriptome (Figures 3B and 3C). 

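Across the 9884 genes tested, α-amanitin treatment accounted for 66.9% of the squared distance between the 6 libraries, where the distance is 1 minus Pearson's r of log2(FPKM + 1). No other split of the libraries into 3 and 3 gave as large a share (exact permutation test, two-sided, p = 0.1, the smallest p that the 10 splits allow). Average-linkage clustering placed the groups on separate branches, and the first principal component, with 54.9% of the variance, also separated them. Pearson's r, taken across genes, was 0.88 to 0.93 within the groups and 0.78 to 0.89 between them. With each library left out in turn, the share was between 67.1% and 74.8%, and with Spearman's rho in place of Pearson's r it was 64.1%.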

An MA plot indicated that the vast majority of differentially expressed genes (DEGs) were identified as upregulated genes in NT embryos without α-amanitin treatment (Figure 3D and Table S1; 1,734 upregulated versus 3 downregulated genes). 

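By both criteria, 613 of the 9884 tested genes were upregulated and 36 were downregulated in NT embryos without α-amanitin, so that 94.5% of the 649 DEGs were upregulated. An unadjusted p-value under 0.05 was found for 2861 genes. The 2 groups of libraries did not overlap for 3476 genes, or 35.2%, against 10% by chance, and this group included all 649 DEGs. The median log2 change of all tested genes was 0.37, and it was 0.13 when libraries were scaled by the median of ratios, which gave 450 upregulated and 54 downregulated genes. Without the 4-fold criterion the counts were 1093 and 112. When all 22303 genes with any signal were tested, with both criteria, 259 were upregulated and 5 downregulated, all of them among the 649. With each library left out in turn, between 298 genes, without library S15 of the α-amanitin (−) group, and 797 genes, without library S16 of the α-amanitin (+) group, were upregulated. Between 7 genes, without library S18 of the α-amanitin (+) group, and 58 genes, without S16, were downregulated. Of the 5 DEGs with the largest fitted rise, Rpp38 (ENSMUSG00000049950.6), which lies on chromosome 2 of mm10 from 3328949 to 3332643, had an FPKM of 165 ± 59.6 (SD, n = 3) without α-amanitin and 2.98 ± 2.81 with it. Its log2 change was 5.69 (standard error 0.66, adjusted p = 0.0036 from limma with Benjamini-Hochberg adjustment). Zfp472 had 0 reads in all 3 α-amanitin (+) libraries, and its mean was at least 64.1-fold higher without α-amanitin, against a limit of 3 reads. Such bounds are for group means and leave out the spread between libraries. The FPKM of Zfp472 without α-amanitin was 94.8, 26.2 and 27.2. The other 3, Gm2016, Gm5662 and Gm8332, were at least 59.8-fold, 52.4-fold and 10.3-fold higher. These lie close together on chromosome 12, between 87874072 and 88274500, and how reads shared between similar genes were counted is not known. Of the 5 largest falls, Olfr373 (ENSMUSG00000061561.5) had a log2 change of −3.49 (standard error 0.69, adjusted p = 0.0175 from the same test), and its adjusted p rose to 0.0671 without library S17, the highest value over all alternatives, of which the lowest was 3.8e-12. The microRNA gene Mir3473a and C730034F03Rik had log2 changes of −5.79 and −3.31. Their adjusted p-values ranged over the alternatives from 0.0161 to 0.259 and from 1.7e-05 to 0.104. AC129085.1 and Gm45386 were at least 7.89-fold and 4.29-fold lower without α-amanitin. Their adjusted p-values ranged from 0.0030 to 0.0936 and from 0.0210 to 0.158, so these calls were not stable either. Because α-amanitin blocks Pol II, the paper takes the genes with higher expression in its absence as newly transcribed in the NT embryos.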

Gene ontology (GO) analyses revealed that genes related to transcription were upregulated (Figure S2A). 

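Sox21 (ENSMUSG00000061517.8), which encodes a transcription factor, lies on chromosome 14 of mm10 from 118233232 to 118237030. Its FPKM was 2.55 ± 0.587 (SD, n = 3) without α-amanitin, from 16 to 27 reads per library, and 0.340 ± 0.588 (SD, n = 3) with it, from 12, 0 and 0 reads. The log2 change was 1.48 (standard error 0.41, adjusted p = 0.0492 from limma with Benjamini-Hochberg adjustment), which is under the 4-fold criterion. Over the other ways of processing, the adjusted p of Sox21 from limma, edgeR or DESeq2 ranged from 0.0292 to 0.214, and it was above 0.05 when any library but S16 was left out, with 0.149 without S18. Aqp3 (ENSMUSG00000028435.8), which encodes a water channel, lies on chromosome 4 from 41092722 to 41098183. Its FPKM was 19.4 ± 12.7 (SD, n = 3) without and 1.52 ± 1.59 (SD, n = 3) with α-amanitin. The log2 change was 2.98 (standard error 0.71, adjusted p = 0.0307 from the same limma test), so Aqp3 met both criteria. With each library left out in turn, its log2 change stayed between 2.43 and 3.65, but the adjusted p exceeded 0.05 without S17, S7, S18 or S8 and was 0.115 without S7. Over all alternatives it ranged from 0.0035 to 0.162. For both genes, every library without α-amanitin had a higher FPKM than every library with it (exact permutation test, two-sided, p = 0.1, the smallest p possible).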

We then compared DEGs with the Database of Transcriptome in Mouse Early Embryos (DBTMEE) (Park et al., 2015) and found that many genes transiently activated at the two- or four-cell stage, including *Sox21* and *Aqp3*, were upregulated (Figures 3E and 3F). A heatmap shows global upregulation of embryonically activated genes; 138 of two-cell and 169 of four-cell transient genes were upregulated in NT embryos (Figures S2B and S2C, respectively). Furthermore, Ingenuity Pathway Analysis (IPA) of DEGs revealed significantly changed canonical pathways and predicted upstream regulators. In canonical pathways, genes related to pluripotency features of ES cells were observed (Figure S2D). As predicted upstream regulators, TFs related to pluripotency and embryonic gene activation, including *Dux* (De Iaco et al., 2017), *Dppa4* (Eckersley-Maslin et al., 2019), and *Pou5f1* (known as *Oct4*), were identified (Table S2). 

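The paper predicted these regulators with IPA, as factors reported to act on the detected genes. Their own expression does not test that prediction. Of these regulators, Duxf3 (ENSMUSG00000075046.7), the mouse Dux gene, had 0 reads in all 6 libraries, which allows at most 3 reads per library. How reads shared between copies of Dux were counted is not known, so this does not exclude transcripts of the family. Dppa4 (ENSMUSG00000058550.14) had an FPKM of 346 ± 37.5 (SD, n = 3) without α-amanitin and 443 ± 17.5 (SD, n = 3) with it. Its log2 change of −0.36 was not significant (standard error 0.19, adjusted p = 0.245 from limma with Benjamini-Hochberg adjustment), although the groups did not overlap. Pou5f1 (ENSMUSG00000024406.16) had an FPKM of 11.2 ± 4.76 (SD, n = 3) without and 9.42 ± 3.54 (SD, n = 3) with α-amanitin, a difference smaller than the spread between libraries. Its log2 change was 0.21 (standard error 0.46, adjusted p = 0.798 from the same test), and it was −0.08 with median-of-ratios scaling and −0.10 without library S18. Genes of the two-cell stage burst of transcription were examined as a list of 26, fixed before the data were examined, that holds Zscan4, Usp17l and Tcstv family members. The filter kept 14 of them, and all 14 were higher without α-amanitin, with a median log2 change of 3.49, or 2.77 when the 8 genes with at most 3 reads in every α-amanitin (+) library were put at their lower bound (fry from limma, Benjamini-Hochberg adjusted p = 0.0012 over 14 lists). Of the 14 genes, 10 were DEGs, 11 had an adjusted p under 0.05 over all genes tested and 14 when adjusted over the list alone. Many members of these families are nearly identical in sequence, so the values of single members are uncertain.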

Hierarchical clustering and PCA of repeat elements also showed clear differences between NT with and without α-amanitin treatment (Figures S2E and S2F). Repeat elements that are known to be specifically expressed in early embryos, such as MMSAT4 and MTA_Mm-int (Boroviak et al., 2018), were identified as newly expressed transcripts (Figure S2G; Table S3). These results indicate that embryonically activated genomic regions are actively transcribed in four-cell-arrested NT embryos. However, these analyses cannot distinguish transcripts derived from paternal, maternal, or somatic genomes, and therefore specific detection of transcripts from somatic genomes is required to conclude transcriptional reprogramming by NT-ETR.

**Figure 3:**
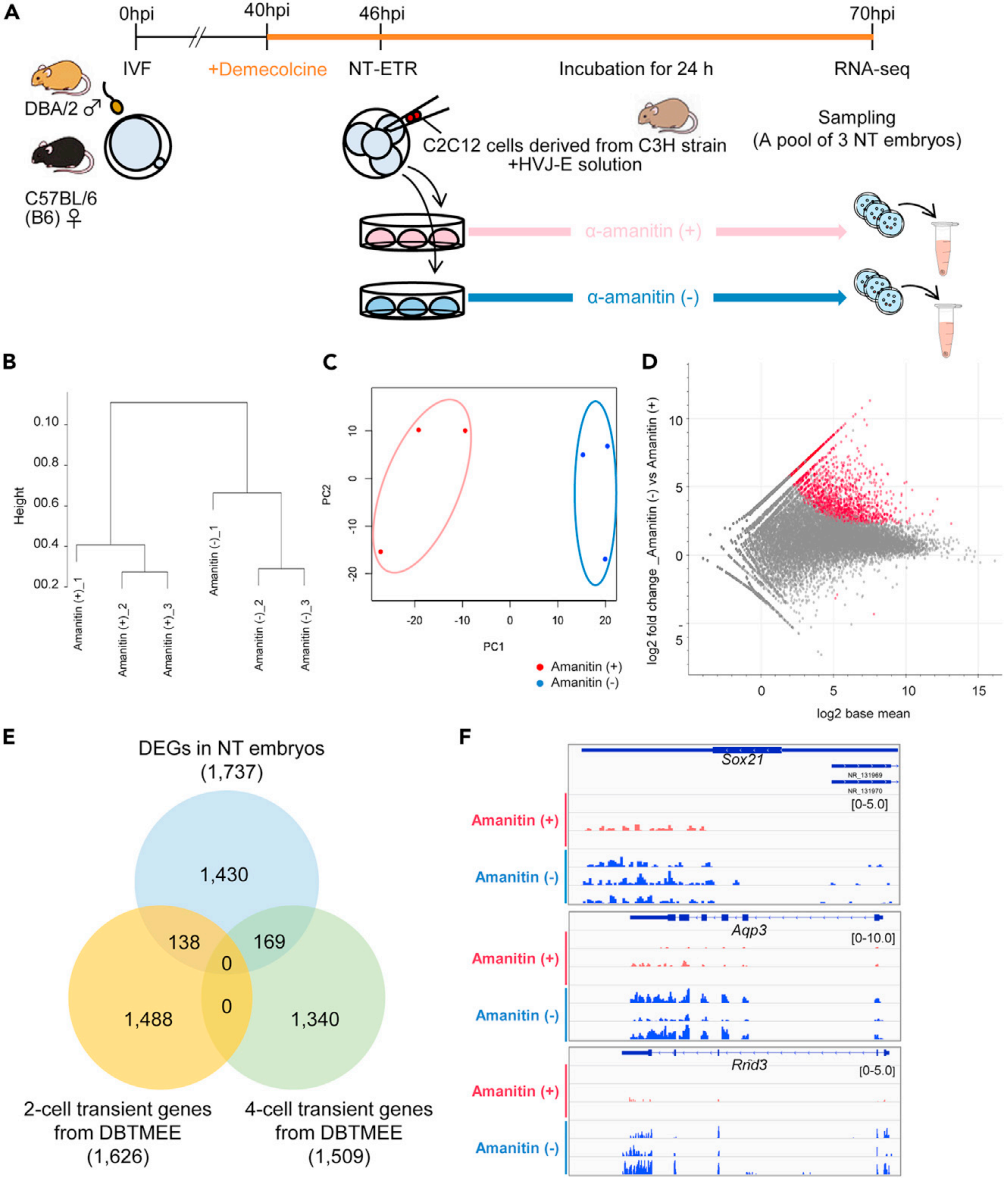
Activation of embryonic genes in the reconstructed embryos after NT-ETR (A) A schematic diagram of NT-ETR using three strains of mice. IVF-derived BDF1 mouse embryos were cultured in KSOM medium containing 0.1 μg/mL demecolcine from 40 hpi. At 46 hpi, NT of two C2C12 cells derived from C3H strain mouse was performed with HVJ-E solution. The NT embryos were further cultured for 24 h with or without α-amanitin and subjected to RNA-seq. Three independent biological replicates were performed. (B) Hierarchical clustering dendrogram generated using the gene expression profiles of NT embryos cultured with or without α-amanitin. (C) PCA of the gene expression profiles. Red and blue dots indicate the groups cultured with or without α-amanitin, respectively. (D) An MA plot on the gene expression levels. Red dots are the DEGs fulfilling two criteria: 4-fold change cutoff (α-amanitin (−) versus α-amanitin (+)) and the padj < 0.05. (E) A Venn diagram showing the numbers of total and overlapping genes among the DEGs, two- and four-cell transient genes. (F) Comparison of gene expression levels between α-amanitin-treated and untreated groups. *Sox21*, *Aqp3*, and *Rnd3* genes have been previously shown to be expressed in four-cell stage mouse embryos (Park et al., 2015).

### Transcriptional reprogramming of differentiated cells using NT-ETR without cell division and DNA replication

To clarify the nature of transcriptional reprogramming we sought to identify the parental origin of transcribed DNA by taking advantage of unique genome sequences of inbred mice. In our NT-ETR system, three inbred strains of mice were used (Figure 3A): oocytes from C57BL/6 (B6), sperm from DBA/2, and donor C2C12 myoblasts from C3H strain mice. 

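The files used here give expression for each gene over all 3 genomes together, so reads were not separated by strain. For the genes that the paper assigned to each strain, the total FPKM with and without α-amanitin could be compared. Of 945 B6 genes, 903 were found in the table by name and 698 were tested, of which 542 were higher without α-amanitin and 220 were DEGs, with a median log2 change of 1.31 (fry, adjusted p = 0.0012). Of 358 tested C3H genes, 292 were higher and 120 were DEGs, with a median of 1.33 (fry, adjusted p = 0.0017). Of 341 tested DBA/2 genes, 279 were higher and 134 were DEGs, with a median of 1.53 (fry, adjusted p = 0.0012). For genes found in 1 strain only, the medians were 1.13 over 456 B6 genes (fry, adjusted p = 0.0012), 0.60 over 69 DBA/2 genes (fry, adjusted p = 0.0028) and 0.55 over 86 C3H genes (fry, adjusted p = 0.011). Of these, 113, 14 and 15 were DEGs. With median-of-ratios scaling these 3 medians fell to 0.87, 0.34 and 0.25, and without library S8 that of the C3H genes was 0.36. The paper chose these genes on the same libraries, so the values are not independent evidence.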

The numbers of B6, DBA/2, and C3H strain-derived newly transcribed genes after NT-ETR were 945, 415, and 429, respectively (Figure 4A; Tables S4, S5, and S6); among them, the number of strain-specific transcripts was 641, 93, and 100, respectively (Figure 4A). 

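Zscan4c (ENSMUSG00000054272.6) and Pax7 (ENSMUSG00000028736.13) had 0 reads in all 6 libraries, which allows at most 3 reads per library. Myog (ENSMUSG00000026459.5), which encodes myogenin, had 0 reads in the 3 libraries without α-amanitin and 8, 8 and 0 reads in the 3 with it. None of the 3 genes passed the filter on low FPKM, so they were not tested. The paper names them as regulators predicted from other genes, and their own expression does not test that prediction. Because reads of nearly identical Zscan4 genes cannot be assigned with certainty, a count of 0 for Zscan4c does not exclude transcripts of the family.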

The upstream regulators identified by IPA from B6-specific transcripts included *Dux*, *Dppa4*, and *Zscan4c* (Table S7), whereas DBA/2 and C3H donor cell-specific transcripts led to the identification of *Pax7*, a male germline stem cell marker (Aloisio et al., 2014), and *MyoG*, a muscle-specific TF involved in the myogenesis (Tables S8 and S9). These transcription factors are candidate regulators that have been reported to activate/repress our detected genes, and the identification of *Pax7* and *MyoG* by this analysis implies that chromatin features of each genome affect transcriptional reprogramming. Of interest, however, GO analyses on each gene set revealed that embryonically expressed genes were significantly enriched in C3H donor cell-specific genes (100 genes) (Figure S3A). Indeed, genes that were silent in donor C2C12 cells were transcribed from the injected C2C12 nuclei (Figure 4B, clusters 3 and 4). Upregulated genes after NT-ETR compared with C2C12 transcriptome (cluster 3) were enriched with pluripotency and telomere elongation (Figure 4C), whereas senescence-related genes were downregulated after NT-ETR (Figure S3B). Furthermore, genes transiently activated at the two- or four-cell stage were transcribed from the C3H genome (Figures S3C–S3F). These results indicate that transcriptional reprogramming was indeed elicited in injected somatic cells by NT-ETR without cell division and DNA replication.

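For these genes too, only the expression summed over the 3 genomes was measured here. Of 32 genes transiently activated at the two-cell stage that the paper found transcribed from the C3H genome, 25 were tested and 23 were higher without α-amanitin, with a median log2 change of 1.23 (fry from limma, Benjamini-Hochberg adjusted p = 0.0028). Of these, 10 were DEGs, 12 had an adjusted p under 0.05 over all genes tested and 15 when adjusted over the list alone. Of 37 such genes of the four-cell stage, 35 were tested and 32 were higher, with a median log2 change of 1.63 (fry, adjusted p = 0.0011). Of these, 16 were DEGs, 23 had an adjusted p under 0.05 over all genes tested and 27 when adjusted over the list alone. With median-of-ratios scaling the medians were 1.01 and 1.35. The genes were picked from the same libraries, so the counts over the lists are not independent evidence.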

**Figure 4:**
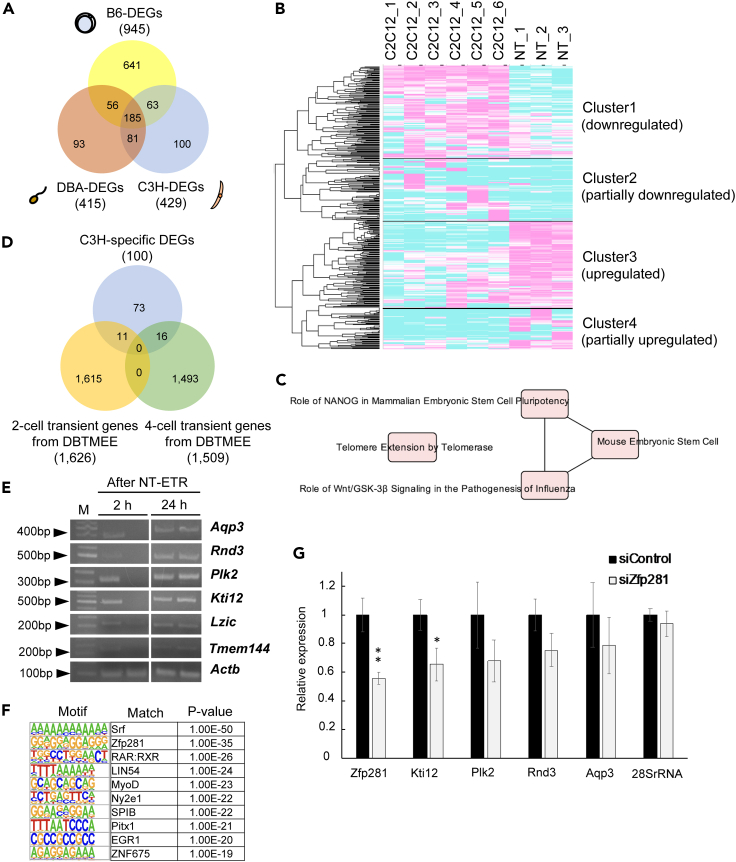
Transcriptional reprogramming of differentiated cells using NT-ETR (A) Venn diagram showing the numbers of total and overlapping genes identified as DEGs from B6, DBA/2, and C3H-derived genomes. (B) Heatmap shows the expression levels of C3H-DEGs in donor C2C12 cells and C2C12 cells after NT-ETR (429 genes in A). (C) Canonical pathways predicted by IPA using the cluster 3 genes in (B). (D) Venn diagram showing the numbers of total and overlapping genes among the C3H cell-specific DEGs, two- and four-cell transient genes. (E) RT-PCR analyses of candidate genes for transcriptional reprogramming marker 2 and 24 h after NT-ETR. M indicates DNA size marker (100-bp DNA ladder). Actb was used as an internal control. Three independent biological replicates were performed. (F) Enriched sequence motifs identified by the HOMER *de novo* motif analysis of the gene list that was activated only from C3H strain genomes after NT-ETR (100 DEGs shown in D). The top ten *de novo* motifs are shown. (G) qRT-PCR analyses of NT embryos in which Zfp281 was knocked down. Expression of transcriptional reprogramming markers was examined. Two independent experiments were performed. Data are represented as mean ± SEM. F- and T tests were performed. ∗p < 0.05, ∗∗p < 0.01.

DEGs found only from C3H contained two- or four-cell transient genes (11 or 16 genes, respectively, Figure 4D). These genes were not identified as DEGs when B6 and DBA2 genomes were analyzed. We therefore hypothesized that these genes could be used as markers for transcriptional reprogramming of injected somatic nuclei. Among the C3H-derived two- and four-cell stage transient genes (27 genes), we selected 6 genes (*Aqp3, Rnd3, Plk2, Ktil2, Lzic*, and *Tmem144*) expressed at relatively high levels as the transcriptional reprogramming marker candidates. 

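All 6 genes were higher in every library without α-amanitin than in any with it, and all 6 were DEGs, with a median log2 change of 2.96 (fry from limma, Benjamini-Hochberg adjusted p = 0.00032). They were chosen on these libraries, so this is not independent evidence. Plk2 (ENSMUSG00000021701.8, chromosome 13 of mm10, 110395046 to 110400844) had an FPKM of 33.6 ± 15.4 (SD, n = 3) without α-amanitin, from 136 to 475 reads per library, and 0 reads in the 3 libraries with it. It was therefore at least 82.4-fold higher (adjusted p = 0.0025 from limma with Benjamini-Hochberg adjustment). Lzic (ENSMUSG00000028990.13, chromosome 4, 149485229 to 149496668) had an FPKM of 35.9 ± 8.14 without and 4.12 ± 2.57 with α-amanitin, and a log2 change of 2.94 (standard error 0.42, adjusted p = 0.0074). The adjusted p of Plk2 and Lzic stayed under 0.05 with each library left out, and in all other alternatives but one chosen after the values were seen, S15 to S18 alone, where that of Lzic was 0.0589, its highest value. Tmem144 (ENSMUSG00000027956.11, chromosome 3, 79812564 to 79852773) had an FPKM of 12.4 ± 4.30 without and 0.722 ± 1.25 with α-amanitin, and a log2 change of 3.14 (standard error 0.57, adjusted p = 0.0136). Kti12 (ENSMUSG00000073775.4, chromosome 4, 108847785 to 108849413) had an FPKM of 65.8 ± 23.9 without and 15.3 ± 14.4 with α-amanitin, and a log2 change of 2.31 (standard error 0.58, adjusted p = 0.0357). Rnd3 (ENSMUSG00000017144.8, chromosome 2, 51130438 to 51149111) had an FPKM of 5.70 ± 4.78 without and 0.121 ± 0.210 with α-amanitin, and a log2 change of 2.37 (standard error 0.51, adjusted p = 0.0231). The calls of the last 3 genes were not stable. The adjusted p of Kti12 was 0.126 without library S15, that of Rnd3 was 0.0725 without S18, that of Tmem144 was 0.0566 without S7, and DESeq2 on recovered reads gave 0.238 for Tmem144. Over all alternatives it ranged from 0.0081 to 0.126 for Kti12, from 0.00062 to 0.0986 for Rnd3 and from 0.0089 to 0.244 for Tmem144.

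**Figure D1:**
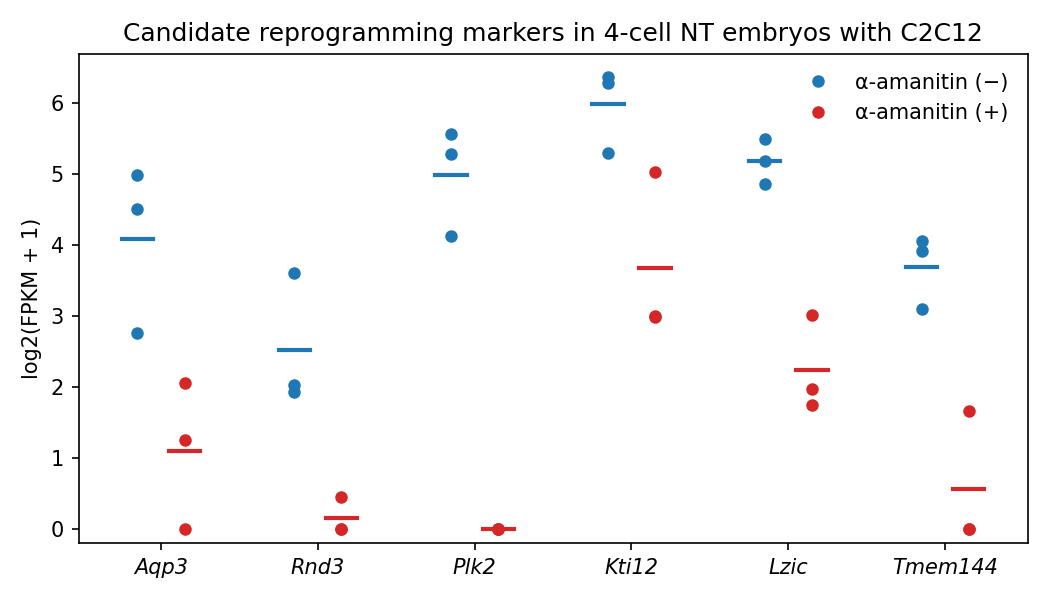
Expression of the 6 marker candidates in single libraries of C2C12 NT embryos, as log2(FPKM + 1) on the vertical axis. Blue points are the 3 libraries without and red points the 3 with α-amanitin, bars are means, and Plk2 is at 0 in all 3 libraries with α-amanitin.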

RT-PCR analyses using NT embryos revealed that expression of the majority of candidate genes increased at 24 h versus 2 h after NT-ETR (Figure 4E). Among them, expression of *Aqp3*, *Rnd3*, *Plk2*, and *Kti12* was abundantly detected at 24 h after NT-ETR in all NT embryos examined (Figure 4E). Together, these four genes may be used as transcriptional reprogramming markers for NT-ETR.

### Embryonic TFs responsible for transcriptional reprogramming

We next searched for TFs involved in transcriptional reprogramming after NT-ETR. We identified genes activated from each strain of genomes after NT-ETR (Figure 4A). Motif analyses were performed to find candidate TFs possibly bound to gene regulatory regions of those genes. ZFP281 and RAR binding motifs were found only in C3H-specific DEGs (Figures 4F and S4A). RAR has been shown to affect transcriptional reprogramming, possibly through opening of inaccessible sites in somatic chromatin such as *Pou5f1* and *Utf1* loci (Miyamoto et al., 2018), and RA activity in early embryos is required for embryonic gene activation (Iturbide et al., 2021). ZFP281, a zinc finger TF, maintains the pluripotency network in ES cells through the direct activation of *Nanog* and other pluripotency-related genes by binding to promoters with OCT4 and SOX2 (Kim et al., 2008; Wang et al., 2008). In our analysis, multiple ZFP281-binding sites were observed in two- and four-cell transient gene promoters such as *Lzic, Kctd9, Tmem144, Rnd3, Nck2*, and *Aqp3*. We then performed knockdown experiments of *Zfp281* in four-cell NT embryos by siRNA injection. Quantitative RT-PCR (qRT-PCR) analyses revealed that *Zfp281* transcripts were significantly reduced in the embryos injected with *Zfp281* siRNA compared with those with control siRNA. Expression levels of most reprogramming markers were also reduced (Figure 4G, 0.65-fold to 0.78-fold), among which *Kti12* gene expression was most affected (p < 0.05). In good agreement with these expression data, the *Kti12* gene locus had multiple consensus binding sites for ZFP281 within 10 kb upstream of its transcription start site (TSS) (Figure S4B), at which enhancer markers such as H3K4me1 and H3K27ac were enriched in mouse ES cells (Spicuglia and Vanhille, 2012). Thus, ZFP281 plays an important role in reactivating embryonic genes.

### DNA replication is not required for transcriptional reprogramming after NT-ETR using four-cell embryos

Our NT system used mouse four-cell embryos as recipient cells whose DNA replication was already complete before NT (Figures 1C and 1D). 

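A further experiment compared 2 groups of C2C12 NT embryos by RNA-seq, with 3 libraries per group, each made from a pool of 4 embryos that received 2 donor cells each and were cultured for 24 h without α-amanitin. The authors named the groups D and DR. Neither the sample names nor the text of the paper state which letters stand for embryos that underwent DNA replication after NT, so the groups are given by these letters and no direction with respect to replication is reported. The paper describes the same processing as for the other C2C12 embryos. There every value was a whole number of reads, but here only 41.4% to 50.5% were. Reads may therefore not have been counted alike in both experiments, and their values are not compared. How the fractions arose is not known, and the number of reads is approximate. Some 2603950 to 4252279 reads per library were counted on genes in group DR (median 3482500), and 6059982 to 19181377 in group D (median 6972820), so group D was sequenced more deeply. This table lists 92 ERCC spike-ins, of which 19 were found in all 6 libraries. Following the paper's methods, FPKM were scaled to them by the median of ratios, and 14570 genes were tested as in the α-amanitin experiment. The share of total FPKM on spike-ins was 1.34%, 1.09% and 0.112% in the 3 DR libraries and 0.0458%, 0.147% and 1.84% in the D libraries that the authors number D1, D4 and D5. The scaling factors thus ranged from 0.0945 to 5.65. The log2 ratio of gene to spike-in signal differed by −1.24 between DR and D, and 7 of the 10 splits of the libraries gave as large a difference (exact permutation test, two-sided, p = 0.7). Without D5 the difference was −2.75, and without D1 it was −0.07.

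**Figure D2:**
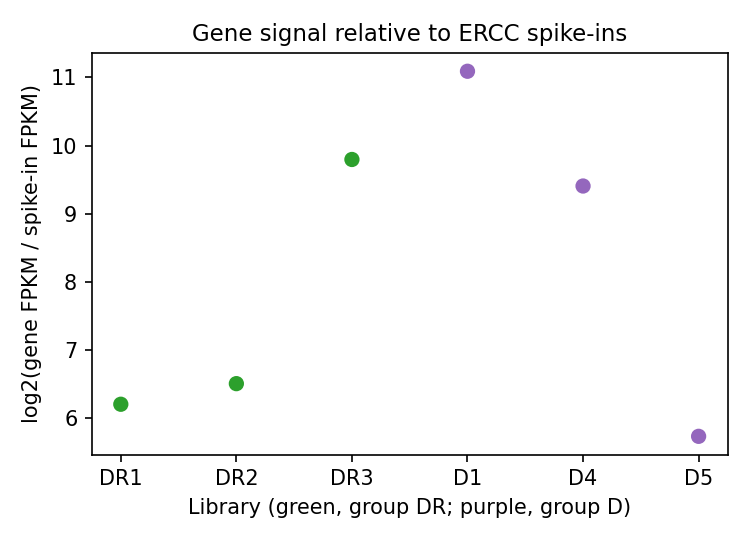
Log2 ratio of summed gene FPKM to summed spike-in FPKM in each of the 6 libraries of the replication experiment. Green points are group DR and purple points group D, with values from 5.73 in D5 to 11.09 in D1.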

To investigate whether transcriptional reprogramming of donor differentiated cells elicited by fusing with four-cell embryos is susceptible to DNA replication, we performed NT-ETR before and after the period of DNA replication (Figure 5A). As described above, DNA replication of mouse four-cell embryos was accomplished before 46 hpi, so we performed NT at either 40 or 46 hpi; the former underwent DNA replication, whereas the latter did not (Figures 1D and 5B). RNA-seq analyses of these reconstructed embryos revealed that two groups (DNA rep (+) and DNA rep (−)) were not clearly distinguishable (Figures 5C and 5D). 

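With FPKM scaled to the spike-ins, membership of D or DR accounted for 18.1% of the squared distance between libraries, and 6 of the 10 splits gave as large a share (exact permutation test, two-sided, p = 0.6). Average-linkage clustering put DR1, DR3 and D5 on one branch and DR2, D1 and D4 on the other. The first principal component held 92.2% of the variance, and it held 36.6% when FPKM were not scaled to the spike-ins. It separated the groups in neither case. Pearson's r across genes was 0.86 to 0.93 within the groups and 0.87 to 0.94 between them. The share moved most when D5 was left out, to 38.5% (exact permutation test, p = 0.2), and the lowest values were 11.9% over the 1000 genes with the largest variance (exact permutation test, p = 0.9) and 12.0% without DR1. Without spike-in scaling it was 21.0% (exact permutation test, p = 0.4).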

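After scaling to the spike-ins, 0 of 14570 genes had an adjusted p-value under 0.05, with or without the 4-fold criterion, and 88 had an unadjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment). The median log2 change from D to DR was −1.41, and only 114 genes were higher in DR. Without the scaling the median was 0.02, and again 0 genes had an adjusted p-value under 0.05, with 897 under 0.05 before adjustment. The groups did not overlap for 1777 genes, or 12.2%, against 10% by chance. DESeq2 with size factors from the spike-ins gave 0 genes higher and 9 lower in DR on FPKM rounded to whole numbers, and 1 higher and 9 lower on reads rescaled from FPKM, a fit chosen after the values were seen. Without library D5, limma gave 0 higher and 4 lower genes. In simulated libraries with the spread of the FPKM before scaling, 181 of 200 genes with changes of at least 8-fold were recovered (90.5%), with 8 false calls. With the spread of the spike-in-scaled FPKM, 0 of 200 were recovered, so the count of 0 after scaling does not show that expression was equal.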

An MA plot also suggested that almost no significant difference in gene expression levels (1 upregulated and 4 downregulated genes) was observed between the presence and absence of DNA replication (Figure 5E). When the derivation of transcripts was separated to three strains (B6, DBA/2, and C3H), no significant differences (q < 0.05) were detected in expression of the genes from all strains of genomes. The transcriptional reprogramming markers, *Aqp3*, *Rnd3*, *Plk2*, and *Kti12*, also showed no differences in their expression levels (Figure 5F), indicating that transcriptional reprogramming of C3H donor cell nuclei was elicited regardless of the presence or absence of DNA replication. These results suggested that DNA replication is not necessarily required for the transcriptional reprogramming in four-cell embryos.

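Among these markers, Kti12 had an FPKM before scaling of 78.2 ± 25.1 (SD, n = 3) in DR and 42.2 ± 11.4 (SD, n = 3) in D, without overlap between the groups. For the other markers the groups overlapped. Aqp3 had an FPKM of 27.7 ± 13.7 in DR and 15.6 ± 3.99 in D, Rnd3 had 5.22 ± 2.04 and 3.45 ± 1.28, and Plk2 had 15.2 ± 3.14 and 21.0 ± 11.1. With spike-in scaling, the log2 change from D to DR was −0.81 for Kti12 (standard error 2.36, adjusted p = 0.765 from limma with Benjamini-Hochberg adjustment). It was −0.95 for Aqp3 (standard error 2.25, adjusted p = 0.727), −1.20 for Rnd3 (standard error 1.89, adjusted p = 0.713) and −1.83 for Plk2 (standard error 2.22, adjusted p = 0.713). Without scaling, the sign was the opposite for Kti12, Aqp3 and Rnd3, with log2 changes of 0.86, 0.71 and 0.46, as it was without library D1, with 0.53, 0.43 and 0.06. Over all alternatives the smallest adjusted p of the 4 genes was 0.177. Each standard error after scaling was at least 1.89, close to the log2 change of 2 that the 4-fold criterion requires. The paper measured these markers by RT-PCR, and it also found no significant differences once transcripts were separated by strain. Neither was examined here. From these results, the lack of separation between the groups and the few DEGs, the paper proposes that transcriptional reprogramming in four-cell embryos does not necessarily need DNA replication.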

**Figure 5:**
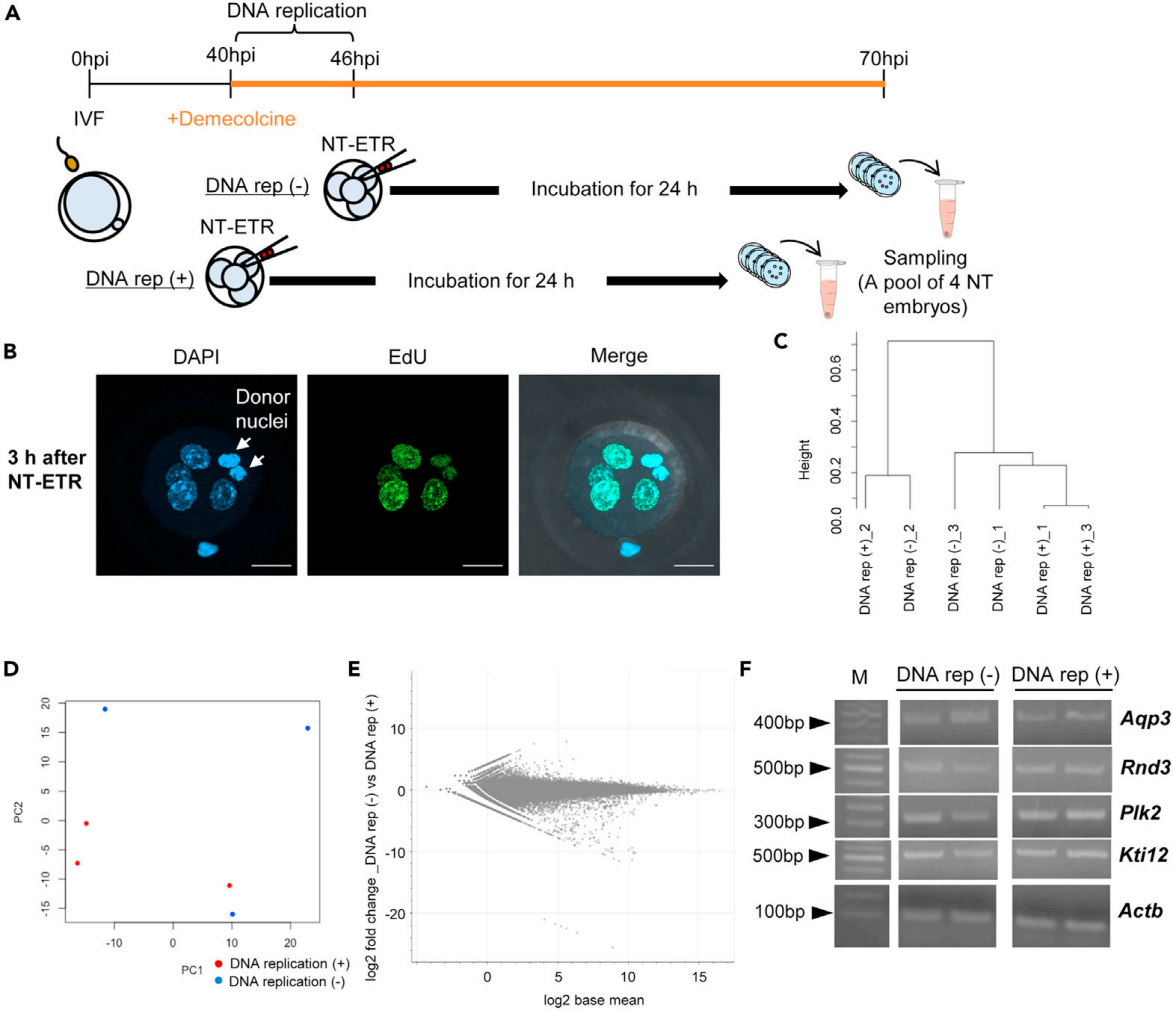
DNA replication prior to NT-ETR does not affect global transcriptional reprogramming (A) A schematic diagram of NT-ETR with or without DNA replication. At 40 or 46 hpi, NT of two C2C12 cells was performed with HVJ-E solution. Both reconstructed embryos were further cultured for 24 h and subjected to RNA-seq. Three independent biological replicates were performed. (B) EdU incorporation in the NT embryo in which two donor nuclei (arrows) were injected at 40 hpi. After culturing for 3 h from 40 hpi, embryos were subjected to EdU incorporation analysis to assess DNA replication. A representative image is shown (n = 19). Scale bars, 20 μm. (C) Hierarchical clustering dendrogram generated using the gene expression profiles of NT embryos with or without DNA replication. (D) PCA of the gene expression profiles. Red and blue dots indicate the groups with or without DNA replication, respectively. (E) An MA plot on the gene expression levels. Red dots are the DEGs. (F) RT-PCR analyses of transcriptional reprogramming marker genes 24 h after NT-ETR with or without DNA replication. Left gel images and DNA ladder markers (M) are the same as the ones used in Figure 4E (24 h). A representative gel image of three independent experiments is shown.

### Nuclear transfer to two-cell embryos induces activation of zygotic genome activation genes

Following successful reprogramming using four-cell embryos, we asked if other preimplantation stages of embryogenesis also possessed reprogramming activities using a similar experimental setup. Two-cell embryos were used as recipients for NT-ETR since major zygotic genome activation (ZGA) is induced at the two-cell stage. Treatment with 0.1 μg/mL demecolcine from 21 hpi onward successfully arrested two-cell embryos (Figures 6A and 6B). After NT-ETR with the arrested two-cell embryos at G2/M phase, transcriptional activation was examined by RNA-seq by comparing α-amanitin-treated and non-treated embryos. Unexpectedly, only a limited number of genes were activated from oocyte, sperm, and donor cell genomes when NT-ETR was performed at 30 hpi using late two-cell embryos; 46, 12, and 8 genes were activated, respectively. We then fused C2C12 cells with early two-cell embryos at 21 hpi, prior to DNA replication (Kang et al., 2014), and investigated gene activation. Of interest, a larger number of genes were transcribed and more than a thousand major ZGA genes were newly transcribed from C3H donor genomes (Figure 6C). These results suggest that late two-cell embryos are not capable of inducing genome-wide reprogramming, whereas transfer of somatic cells to early two-cell embryos allows transcriptional reprogramming. Four-cell embryos might therefore represent more efficient sources for the induction of replication-free transcriptional reprogramming.

**Figure 6:**
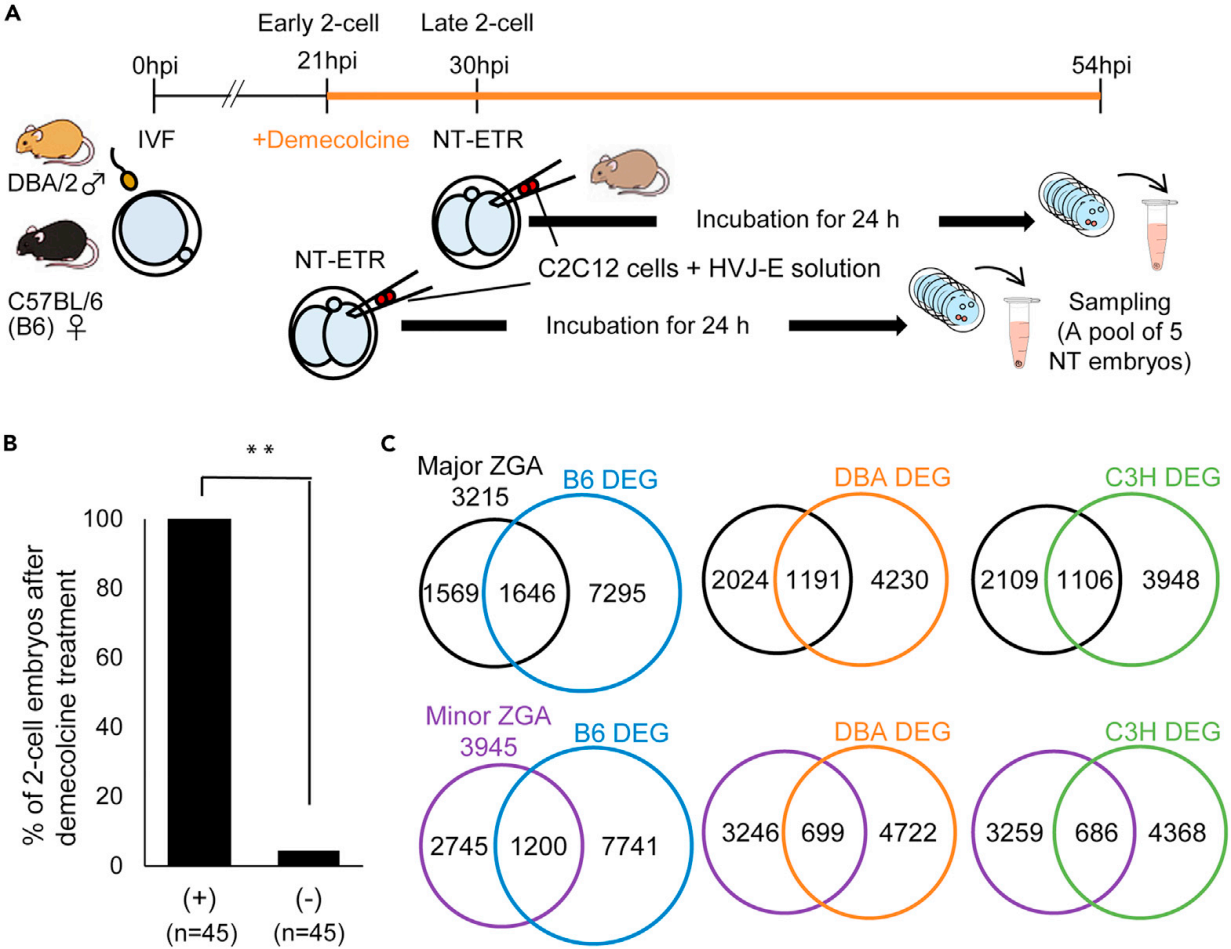
Activation of ZGA genes after NT to early two-cell embryos (A) A schematic diagram of NT-ETR using two-cell embryos. The NT embryos were further cultured for 24 h with or without α-amanitin and subjected to RNA-seq. Three independent biological replicates were performed. (B) Two-cell embryos were arrested at G2/M phase with demecolcine for 24 h. Three independent biological replicates were performed. Fisher’s exact test was performed. ∗∗p < 0.01. (C) Venn diagrams showing the numbers of total and overlapping genes between the DEGs identified in B6, DBA/2, and C3H-derived genomes and genes activated at major and minor ZGA, which are extracted from DBTMEE (Park et al., 2015).

### Transcriptional reprogramming of cells from *Oryx dammah* by NT-ETR

Since NT-ETR allowed cell division- and replication-free reprogramming, we sought to test if embryonic genes could be directly transcribed from cross-species cells of an endangered animal by bypassing the issue of developmental arrest of NT embryos. We collected cells from postmortem *Oryx dammah*, a species of oryx that is extinct in the wild. Bovidae to which *Oryx dammah* belongs has diverged from rodents approximately 100 million year ago (Jones et al., 2019). After NT-ETR of two *Oryx dammah* cells to mouse four-cell embryos, the fused *Oryx dammah* cell nuclei were swelled and were indistinguishable from nuclei of recipient mouse four-cell embryos 24 h after NT-ETR (Figure S5A, arrowheads indicate total six nuclei). Immunostaining with PolIIphoS2 revealed that all nuclei including *Oryx dammah* nuclei were transcriptionally active (Figure S5A). 

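NT embryos with Oryx dammah cells were sequenced as 6 libraries, 3 with and 3 without α-amanitin, each from a pool of 5 four-cell embryos. NT of 2 cells per embryo was performed at 46 hpi, and culture lasted 24 h, with α-amanitin at 2.5 μg/mL in the treated group. The authors aligned the reads to the mouse genome first, aligned the remaining reads to the Oryx dammah genome, and counted these per gene with STAR. Reads that mapped to mouse are therefore not in the oryx counts. Mouse reads that failed to map to mouse could still be counted as oryx, and how many were was not measured. The table lists 28559 genes by identifiers of the oryx annotation, with counts divided by a size factor for each library, and whole numbers of reads were recovered from 100% of the values. Without α-amanitin, 338127 to 534401 reads per library were counted on oryx genes (median 393872), and 10298 to 11041 genes had at least 1 read. With α-amanitin, 276921 to 484943 reads were counted (median 404077), and 6838 to 8686 genes had at least 1 read. The table lists 0 spike-ins, so a change common to all genes cannot be seen here either. The reads were tested with edgeR's quasi-likelihood test after TMM normalization, over the 4582 genes that edgeR's filter on low counts kept, with the same 2 criteria for DEGs as in the mouse experiments. In simulated libraries of these depths, 192 of 200 genes with changes of at least 8-fold were recovered (96%), with 3 false calls among 4594 genes. Here too the simulated spread was a fixed value for every gene, and weakly expressed genes were left unchanged.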

Next, RNA-seq analyses were performed as depicted in Figure 7A. Sequence reads were divided into those from mouse or *Oryx dammah*, and the transcriptome of each species was greatly altered by blocking PolII activities with α-amanitin (Figures 7B–7D), indicating that PolII-dependent transcription was induced after NT-ETR. 

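For the oryx reads, α-amanitin treatment accounted for 79.7% of the squared distance between libraries over the 4582 genes tested, more than any other split into 3 and 3 (exact permutation test, two-sided, p = 0.1, the smallest p possible). The treated and untreated libraries formed separate branches in average-linkage clustering, and the first principal component, with 61.9% of the variance, separated them. Pearson's r across genes was 0.77 to 0.86 within the groups and 0.50 to 0.65 between them. The share moved most when only the 1000 genes with the largest variance were used, to 70.9%, and stayed between 78.1% and 83.6% with each library left out in turn. The mouse reads of these libraries were not analysed here. From the change that α-amanitin caused, the paper concludes that Pol II-dependent transcription was induced after NT-ETR.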

We identified 883 DEGs from *Oryx dammah* transcripts (729 upregulated versus 154 downregulated genes, padj < 0.05) (Figure 7E, blue dots). 

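With edgeR, 454 of the 4582 tested genes were upregulated and 151 downregulated in NT embryos without α-amanitin, so that 75.0% of the 605 DEGs were upregulated. When libraries were scaled by their totals in place of TMM, 547 were upregulated and 90 downregulated, and the upregulated share was 85.9%. An unadjusted p-value under 0.05 was found for 1763 genes, and the median log2 change was 0.10. The groups did not overlap for 2135 genes, or 46.6%, against 10% by chance, and 599 of the 605 DEGs were among them. Without the 4-fold criterion the counts were 627 and 469. All 14984 genes with reads gave 789 upregulated and 215 downregulated genes. DESeq2 on the same reads, the paper's method, gave 729 and 154, and 558 of the 605 edgeR DEGs were among these 883. Without library NT2 of the α-amanitin (−) group, the counts fell to 198 and 67, and without library Am1 of the α-amanitin (+) group 640 genes were upregulated. The genes with the largest fitted rises and falls are given by their identifiers, since the table does not pair these with gene names. Oryx_dammah_006457 had a normalized count of 221.5 ± 52.9 (SD, n = 3) without α-amanitin, from 149 to 347 reads, and 0 reads in the 3 libraries with it, so it was at least 67.6-fold higher (adjusted p = 0.00039 from edgeR with Benjamini-Hochberg adjustment). Oryx_dammah_002692 had a normalized count of 149 ± 31.4 (SD, n = 3) against 0 and was at least 45.5-fold higher (adjusted p = 0.0004, edgeR). Conversely, Oryx_dammah_008767 had 0 reads without α-amanitin and a normalized count of 35.6 ± 7.26 (SD, n = 3) with it, and was at least 13.2-fold lower (adjusted p = 0.0029, edgeR). Its neighbour in the numbering, Oryx_dammah_008768, had 0 reads against 28.6 ± 12.5 (SD, n = 3) and was at least 10.6-fold lower (adjusted p = 0.0045, edgeR).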

TF motif analyses again detected ZFP281 using *Oryx dammah* DEGs (Figure 7F). We then searched for unique human orthologs against 883 DEGs, resulting in the 459 ortholog genes. This list matched 38 genes with the four- to eight-cell activated gene list of *Bos taurus* (Jiang et al., 2014), a closely related species of *Oryx dammah* (Figure 7G), and notably included *PLK2*, a reprograming marker found in mouse intraspecies NT (Figures 4E and 7H). Canonical pathway analysis by IPA revealed that genes related to pluripotency features of ES cells were enriched in *Oryx dammah* DEGs (Figure 7I). We further characterized *Oryx dammah* DEGs by analyzing their biological functions, and “Gene expression” term was enriched (Figures S5B and S5C), implying that genes related to transcriptional activation were activated in *Oryx dammah* genomes after NT-ETR. Furthermore, as the upstream regulator for *Oryx dammah* DEGs, let-7 miRNA and *POU5F1* were identified by IPA (Table S10), which are well-known regulators of embryonic pluripotency (Rahkonen et al., 2016), and *Oryx dammah* DEGs contained many target genes for let-7 (Figure S5D). These results demonstrate that NT-ETR allows transcriptional reprogramming of cross-species cells derived from an endangered animal.

**Figure 7:**
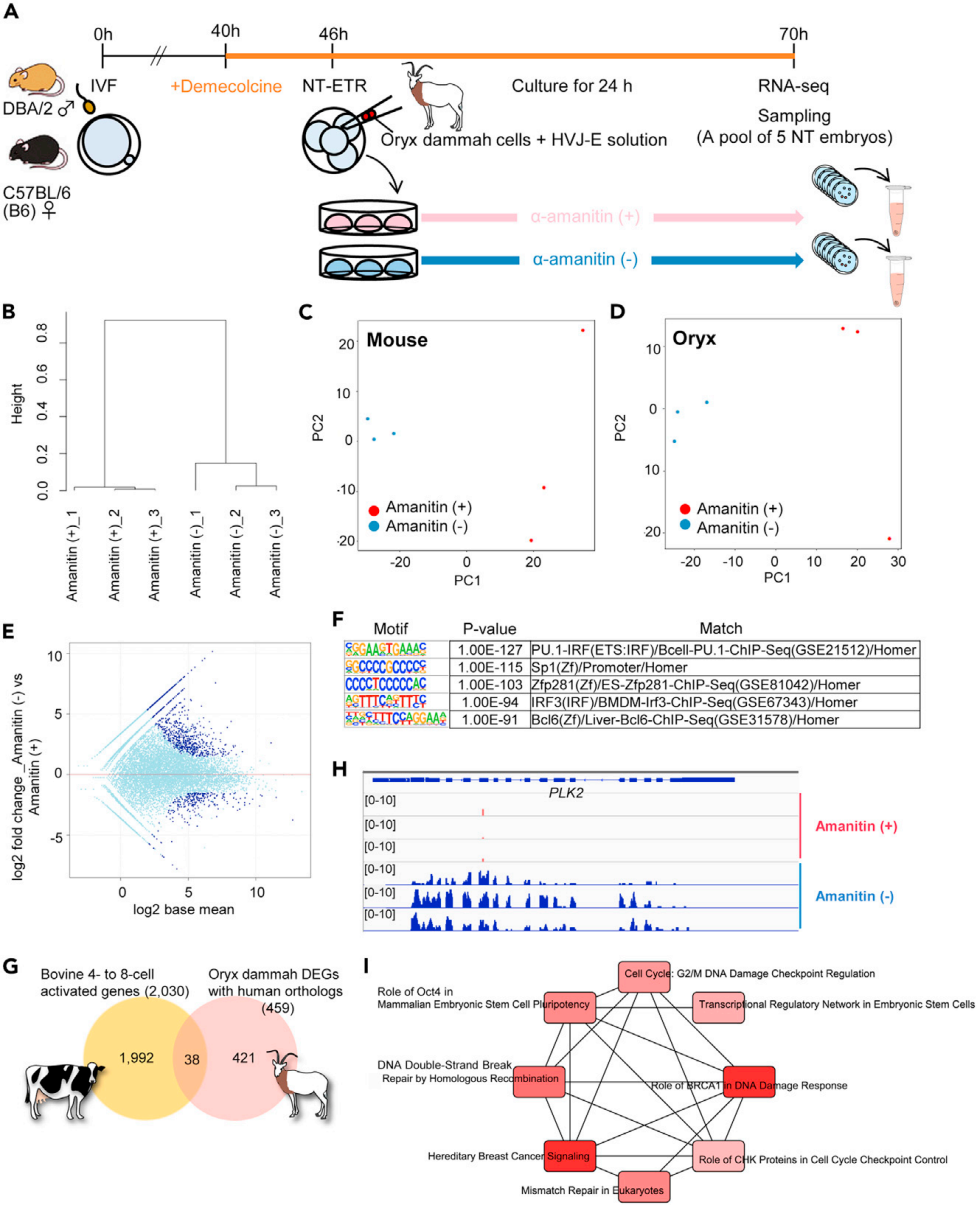
Activation of *Oryx dammah* genes in the reconstructed embryos after NT-ETR (A) Schematic diagram of NT-ETR using *Oryx dammah* cells. The NT embryos were further cultured for 24 h with or without α-amanitin and subjected to RNA-seq. Three independent biological replicates were performed. (B) Hierarchical clustering dendrogram generated using the gene expression profiles of NT embryos cultured with or without α-amanitin. (C and D) PCA of the gene expression profiles from mouse and *Oryx dammah* transcripts. Red and blue dots indicate the groups cultured with or without α-amanitin, respectively. (E) An MA plot on the gene expression levels of *Oryx dammah*. Blue dots are the DEGs. (F) Enriched sequence motifs from the gene list (883 of *Oryx dammah* DEGs shown in Figure 6E, blue dots). The top five motifs are shown. (G) Venn diagram showing the numbers of total and overlapping genes between the *Oryx dammah* DEGs and genes activated at four- to eight-cell stage in bovine embryos. (H) Comparison of *PLK2* gene expression levels between α-amanitin-treated and untreated groups after NT-ETR using *Oryx dammah* cells. (I) Canonical pathways predicted by IPA using the *Oryx dammah* orthologs corresponding to human genes (459 of *Oryx dammah* DEGs).

## Discussion

Cell division- and DNA replication-free reprogramming has been exclusively studied using the interspecies nuclear transfer system of *Xenopus* oocytes. A number of reprogramming mechanisms and factors have been identified and, of note, many such identified factors also play crucial roles in other intraspecies reprogramming systems (Jullien et al., 2014; Miyamoto et al., 2011, 2018). These studies undoubtedly present the usefulness of a cell division- and DNA replication-free reprogramming system. However, an equivalent has never been developed in mammals, leading to the suggestion that cell division and DNA replication are prerequisite for transcriptional reprogramming in mammals using a different experimental setup (Koche et al., 2011; Tsubouchi et al., 2013; Wang et al., 2014). Here, we have developed cell division- and DNA replication-free NT-ETR system using mouse four-cell stage embryos, inducing transcription of embryonically activated genes from differentiated cells (Figure S6). This ability to induce embryonic transcription is an important difference from the *Xenopus* oocyte NT system, in which oocyte transcriptional programs are induced to the transplanted nuclei (Jullien et al., 2014). Remarkably, NT-ETR even achieved transcriptional reprogramming of cells that have never been reprogrammed by a conventional nuclear transfer method in mammals.

The cell division- and DNA replication-free nuclear transfer in *Xenopus* utilized oocytes arrested at the GV stage, known to be exceptionally active in transcription (Byrne et al., 2003). However, grown GV oocytes in mammals, whose chromatin surrounds nucleoli, are transcriptionally silent (Bouniol-Baly et al., 1999) and therefore a similar experimental setup to *Xenopus* is difficult to recapitulate. Furthermore, embryos become transcriptionally active only after zygotic genome activation (Vastenhouw et al., 2019), and the cell cycle rapidly progresses in preimplantation embryos without arrest. These features of mammalian oocytes and embryos hampered the development of the cell division- and DNA replication-free reprogramming system. We therefore artificially induced cell-cycle arrest of mouse embryos at G2 phase using demecolcine to let arrested embryos maintain transcriptional activities. This was achieved because early embryonic cell cycles progress synchronously. In our experiments, four-cell embryos, but not two-cell embryos, at G2 phase induced genome-wide transcriptional reprogramming of transplanted somatic genomes. When two-cell embryos were used as recipients, only after transfer to early two-cell embryos were many of the major ZGA genes activated (Figure 6). It is known that minor ZGA is induced during the late one-cell and the early two-cell stage and minor ZGA is required for the subsequent induction of major ZGA (Abe et al., 2018). Therefore, the failure to activate major ZGA genes after nuclear transplantation to the late two-cell embryos might be due to the lack of a preceding and prerequisite minor ZGA for donor genomes. Indeed, NT to early two-cell embryos allowed activation of minor ZGA genes (Figure 6C). It is speculated that minor ZGA globally relaxes chromatin structures and/or activates TFs responsible for subsequent major ZGA such as *Dux* (Eckersley-Maslin et al., 2018). Alternatively, late two-cell embryos might lack factors responsible for transcriptional reprogramming. Our NT system would be useful for dissecting mechanisms of ZGA.

One characteristic feature of cell division- and DNA replication-free reprogramming after NT-ETR is the remodeling of the injected differentiated nuclei. Donor cell nuclei injected into recipient embryos became synchronized in the cell cycle of the recipient embryos. The nuclei of donor cells fused with G2 phase-arrested embryos gradually swelled (Figure S1 and Video S1), remained at interphase, and finally expanded to the size of four-cell embryonic nuclei with epigenetic changes and transcriptional reprogramming within 24 h (Figures 2, 3, and 4). In a conventional nuclear transfer system, transplanted nuclei undergo a marked swelling through an influx and egress of proteins within the egg accompanied by cellular reprogramming (Fujita and Wade, 2004). Presumably, a similar scenario can be drawn in our NT-ETR. However, decondensing factors such as nucleoplasmin and H1foo should be more enriched in one-cell embryos than in four-cell embryos (Kunitomi et al., 2016; Tamada et al., 2006). One possible explanation for the gradual increase in the nuclear size is that nuclear swelling is mediated by a recently found player, nuclear actin (Baarlink et al., 2017; Wei et al., 2020). We have shown that pronuclear volume is reduced when nuclear actin is depolymerized (Okuno et al., 2020). Furthermore, in the cultured cells, nuclear swelling and chromatin decondensation after mitosis are mediated by nuclear actin assembly (Baarlink et al., 2017). Nuclear actin polymerization is also important for transcriptional reprogramming in *Xenopus* oocytes (Miyamoto et al., 2011). Thus, nuclear actin could directly contribute to not only gradual swelling of the transferred nuclei after NT but also the nuclear reprogramming.

To explore the factors necessary for the successful reprogramming of differentiated cells by NT-ETR, TF binding-site motifs enriched among the strain (C57BL/6, DBA/2, or C3H)-specific transcripts were identified (Figures 4D and S4). Of interest, different TFs seem to regulate transcription in different genomes. Of note, pluripotency-related protein Zfp281 (Kim et al., 2008; Wang et al., 2006, 2008) was detected only from donor cell-specific transcripts. Indeed, the knockdown of Zfp281 resulted in downregulation of two- and four-cell activated genes that contain Zfp281-binding sites at gene regulatory regions (Figures 4G and S4B). These results suggest that our NT-ETR system can be used to identify unique TFs and/or transcription networks that are associated with four-cell stage mouse embryos. Once NT-ETR is extended to other developmental stages such as morula embryos, this experimental setup can be a powerful tool to decipher developmental stage-specific transcriptional regulation.

Finally, NT-ETR was utilized to induce transcriptional reprogramming of cross-species cells of an endangered animal. It is extremely difficult or almost impossible to collect germ cells from endangered animals and therefore NT of somatic cells has been regarded as a promising approach to propagate genetic materials from those animals (Beyhan et al., 2007). However, reprogramming of such species has been challenging since available recipient oocytes from model animals were not able to reprogram cells of most wild animals using the conventional NT, except in rare cases where recipient oocytes of closely related species were available or bovine oocytes were used as recipients (Wang et al., 2009, 2011). Therefore, an alternative approach that allows reprogramming of cells derived from various species is desirable. We propose that our NT-ETR serves as an attractive choice for the purpose of studying and preserving functional information of genomes derived from endangered and even extinct species. We showed that mouse four-cell embryos are able to reprogram embryonic gene transcription from the *Oryx dammah* genome (Figure 7). These results imply that NT-ETR makes it possible to reprogram cells of distinct species. Gene regulatory functions of genomes are exerted even in the cross-species environment, as evident from the human-mouse hybrid cell experiments (Wilson et al., 2008). Since our presented NT-ETR allows xenogenic transcription, functional genomic information of various species can be obtained. This unique approach will pave the way for comparing genomic functions of wild and even extinct animals as long as genomic materials are available, complementing and further extending the genomic sequence information. Furthermore, mouse embryos can be cryo-preserved for the storage of valuable genomes, and future studies might even enable the propagation of the injected somatic nuclei to later stages, since demecolcine can work as a reversible inhibitor. In conclusion, the NT system developed here allows the direct induction of embryonic transcripts from intra- and interspecies nuclei and provides the proof of concept that transcriptional reprogramming can be achieved without the need for cell division and DNA replication in mammalian embryos.

### Limitations of the study

This study shows the NT-ETR method, which enables to induce transcription of embryonic genes from intra- and cross-species cells. Although the injected somatic nuclei are reprogrammed toward the early embryonic state without the need for cell division and DNA replication, we have not shown a method to re-initiate the development of the NT embryos for propagation of the injected nuclei. Since recipient four-cell embryos were reversibly arrested with demecolcine, future studies might enable the propagation of cross-species nuclei for preserving genomic materials. The developmental potential of the reprogrammed nuclei by NT-ETR has not been tested as well, and it would be also interesting to ask whether such nuclei support efficient development of cloned embryos.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit Anti-H3K4me3 Polyclonal antibody, Unconjugated (1:500 IF)	Active Motif	Active Motif Cat# 39159; RRID: AB_2615077
Rabbit Anti-H3K4me3 Polyclonal antibody, Unconjugated (1:500 IF)	Abcam	Abcam Cat# ab8580; RRID: AB_306649
Rabbit Anti-H3K9me3 Polyclonal antibody, Unconjugated (1:300 IF)	Abcam	Abcam Cat# ab8898; RRID: AB_306848
Rabbit Anti-H3S10ph Polyclonal antibody, Unconjugated (1:200 IF)	Abcam	Abcam Cat# ab5176; RRID:AB_304763
Mouse Anti-RNA Polymerase II H5 monoclonal antibody, Unconjugated (1:100 IF)	Covance	Covance Cat# MMS-129R; RRID:AB_10143905
Goat anti-Mouse IgM (Heavy chain) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (1:2,000 IF)	Thermo Fisher Scientific	Thermo Fisher Scientific Cat# A-21042, RRID:AB_2535711
Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (1:2,000 IF)	Thermo Fisher Scientific	Thermo Fisher Scientific Cat# A-11008; RRID:AB_143165

**Bacterial and virus strains**		

Hemagglutinating virus of Japan envelope (HVJ-E) solution	Ishihara Sangyo Kaisha	CF004

**Chemicals, peptides, and recombinant proteins**		

Demecolcine	SIGMA-Aldrich	D7385
α-amanitin	MERCK	A2263-1MG
VECTASHIELD Mounting Medium with DAPI antibody	Vector Laboratories	H-1200

**Critical commercial assays**		

PicoPure™ RNA Isolation Kit	Thermo Fisher Scientific	KIT0204
SuperScript™ III First-Strand Synthesis System	Thermo Fisher Scientific	18080051
Click-iT™ Plus EdU Cell Proliferation Kit for Imaging, Alexa Fluor™ 488 dye	Thermo Fisher Scientific	C10637
SMART-seq v4 Ultra Low Input RNA Kit	TaKaRa	24888N
Nextera DNA Sample Preparation Kit	Illumina	FC-131-1024
ERCC RNA Spike-In Mix	Thermo Fisher Scientific	4456740

**Deposited data**		

RNA-seq	This paper	GEO: GSE162345
C2C12 RNA-seq data	Picelli et al. (2013)	GEO: GSE49321
ES ChIP-seq data (H3K27ac)	ENCODE	GEO: GSM769009
ES ChIP-seq data (H3K4me3)	ENCODE	GEO: GSM1000099
C2C12 ChIP-seq data (H3ac)	ENCODE	GEO: GSM918422

**Experimental models: Cell lines**		

Mouse ES cell line; NeoR5	Miyamoto et al. (2011)	N/A
Mouse C2C12 cell line	Miyamoto et al. (2011)	N/A
*Oryx dammah* cell	This paper	N/A

**Experimental models: Organisms/strains**		

Mice C57BL/6 and DBA/2	CLEA Japan (Tokyo, Japan)	N/A

**Oligonucleotides**		

Primers for RT-PCR and qPCR	This paper	STAR Methods
LacR-mCherry mRNA	Miyamoto et al. (2011)	N/A

**Software and algorithms**		

ZEN	Carl Zeiss	https://www.zeiss.co.jp/microscopy/products/microscope-software/zen.html
Trimmomatic	Bolger et al. (2014)	http://www.usadellab.org/cms/?page=trimmomatic
trim_galore	Babraham institute	http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/
cutadapt	Martin (2011)	https://cutadapt.readthedocs.io/en/stable/
STAR	Dobin et al. (2013)	https://github.com/alexdobin/STAR
DESeq2	Love et al. (2014)	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
Kallisto software	Bray et al. (2016)	https://github.com/pachterlab/kallisto/releases
Sleuth	Pimentel et al. (2017)	https://github.com/pachterlab/sleuth
Database of Transcriptome in Mouse Early Embryos (DBTMEE)	Park et al. (2015)	http://dbtmee.hgc.jp
DAVID	Laboratory of Human Retrovirology and Immunoinformatics (LHRI)	https://david.ncifcrf.gov/
HOMER	Heinz et al. (2010)	http://homer.ucsd.edu/homer/
Ingenuity Pathway Analysis (IPA)	QIAGEN	N/A
Custom Source Code	Github Folder:s Miyamoto-lab/NT-ETR	https://github.com/Miyamoto-lab/NT-ETR; https://doi.org/10.5281/zenodo.8475

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Kei Miyamoto ().

#### Materials availability

All unique/stable reagents generated in this study are available from the Lead Contact with a completed Materials Transfer Agreement.

### Experimental model and subject details

#### Animals

Mice (C57BL/6 and DBA/2 strains) at 8–10 weeks of age were purchased from CLEA Japan (Tokyo, Japan) or Japan SLC (Shizuoka, Japan) and maintained in light-controlled, air-conditioned rooms. C57BL/6 female and DBA/2 male mice were used for *in vitro* fertilization. This study was carried out in strict accordance with the recommendations in the Guidelines of Kindai University for the Care and Use of Laboratory Animals. Experimental protocols were approved by the Committee on the Ethics of Animal experiments of Kindai University (Permit Number: KABT-31-003). All mice were sacrificed by cervical dislocation and all efforts were made to minimize suffering and to reduce the number of animals used in the present study.

Muscle tissues of a female *Oryx dammah* were collected from a carcass for necropsy at Adventure World Zoo (Wakayama, Japan), and frozen until use. The animal welfare and ethics were in accordance with guidelines adopted by the Japanese Association of Zoos and Aquariums.

#### Cell culture

A transgenic mouse ES cell line, termed NeoR5 (Miyamoto et al., 2011), harboring 20 to 30 copies of Lac operator repeats, the *Oct4* regulatory region and neomycin resistance gene was cultured without feeder cells in GMEM (078-05525, FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan) containing recombinant mouse leukemia inhibitory factor (LIF2010, SIGMA-Aldrich), 2-mercaptoethanol, non-essential amino acids, and 20% KnockOut Serum Replacement (all from Thermo Fisher Scientific) to maintain the undifferentiated state. Differentiation of the ES cell line was induced by addition of 0.1 μM retinoic acid (R2625-50MG, SIGMA-Aldrich). After 4 days of culture, differentiated NeoR5 cells were trypsinized, collected and suspended in the ES cell culture medium until being subjected to NT-ETR.

The C2C12 cell line, an immortalized mouse myoblast cell line, derived from C3H strain mouse was cultured in DMEM (D5796, SIGMA-Aldrich) containing 10% fetal bovine serum (FBS) (172012, SIGMA-Aldrich) and antibiotics penicillin and streptomycin (100 μg/ml; Nacalai tesque, INC., Kyoto, Japan). Semi-confluent cells were trypsinized, collected and suspended in the growth medium until being subjected to NT-ETR.

Primary cells derived from muscles of post-mortem female *Oryx dammah* were cultured in DMEM containing 10% FBS and antibiotics penicillin, streptomycin (each 100 μg/ml) and 5 μg/ml fungizone (15290018, Thermo Fisher Scientific). The cultured *Oryx dammah* cells after three times of passages were trypsinized, collected and suspended in the growth medium without fungizone until being subjected to NT-ETR.

### Method details

#### *In vitro* fertilization (IVF) and embryo culture

Collection of spermatozoa, oocytes, and zygotes were performed as described in previous studies (Higuchi et al., 2019; Okuno et al., 2020). Briefly, spermatozoa were collected from the cauda epididymis of DBA/2 fertile male mice (>8 weeks of age). The sperm suspension was incubated in human tubal fluid (HTF) medium for 1.5 hours to allow for capacitation at 37°C under 5% CO_2_ in air. Oocytes were collected from the excised oviducts of C57BL/6 female mice (>8 weeks of age) that were superovulated with pregnant mare serum gonadotropin (PMSG; Serotropin, ASKA Pharmaceutical Co., Tokyo, Japan) and 48 hours later, human chorionic gonadotropin (hCG; ASKA Pharmaceutical Co.). Cumulus-oocyte complexes were recovered into pre-equilibrated HTF medium. The sperm suspension was added to the oocyte cultures and morphologically normal zygotes were collected 2 hours post insemination (hpi). The zygotes were cultured in potassium simplex optimized medium KSOM (ARK Resource, Kumamoto, Japan) at 37°C under 5% CO_2_ in air.

#### Preparing arrested recipient embryos for NT

To inhibit cell division of 4-cell embryos, they were cultured in KSOM medium containing 0.01, 0.1, 0.5, or 1.0 μg/ml demecolcine (D7385, SIGMA-Aldrich, St. Louis, SG) dissolved in ethanol from 40 hpi for 54 hours. Developmental progression of the embryos was checked in each concentration morphologically every 6 hours, and ratios of arrested 4-cell embryos were calculated. For inducing the cell cycle arrest of 2-cell embryos, 2-cell embryos were treated with 0.1 μg/ml demecolcine from 21 hpi onwards.

#### DNA replication assays with EdU incorporation

Four-cell embryos of BDF1 (C57BL/6 × DBA/2) mice were cultured in KSOM medium containing 0.1 μg/ml demecolcine and 10 mM EdU solution (Click-iT EdU Alexa Fluor 488 Imaging Assay; C10337, Thermo Fisher Scientific, Waltham, MA) from 40 to 43, 43 to 46, or 46 to 49 hpi. Cultured embryos were fixed in 4% paraformaldehyde (PFA)/PBS at room temperature for 15 min, and were washed three times by 0.01% polyvinyl alcohol (PVA)/PBS. Embryos were next treated with 0.5% triton X-100/PBS at room temperature for 20 min, followed by washing three times with 3% BSA/PBS. EdU was labeled within 100 μl drops of the Click-iT reaction cocktail (C10337, Thermo Fisher Scientific). The embryos were then washed with 3% BSA/PBS three times and mounted onto a slide under a coverslip in the VECTASHIELD Mounting Medium with DAPI (H-1200, Vector Laboratories, Inc., Burlingame, CA). EdU and DAPI signals were observed by confocal laser scanning microscopy (LSM800, Carl Zeiss, Germany) with ×400 magnification, equipped with a laser module (405/488/561/640 nm) and GaAsP detector. Photographs were taken at the same contrast, brightness, and exposure settings within the same experiments. Z-slice thickness was determined by using the optimal interval function in the ZEN software (Carl Zeiss). Using ZEN software, fluorescence intensities of both EdU and DAPI within each nucleus were determined, and relative values to the mean nuclear fluorescence intensity for EdU and DAPI of 46-49 h samples were calculated. The Tukey's honestly significant difference test (Tukey's HSD) was used to test statistically significant differences among the means of fluorescence intensities (P < 0.05).

#### NT-ETR

When NeoR5 cells were used as donor cells, 200 ng/μl LacR-mCherry mRNA solution was injected into the IVF-derived BDF1 embryos at 6 hpi. The mCherry signals within nuclei were confirmed by using fluorescence microscope at 8–10 hpi. The 4-cell embryos were cultured in KSOM medium containing 0.1 μg/ml demecolcine from 40 hpi. Of note, this demecolcine treatment results in developmental arrest of 4-cell embryos at G2/M phase and this arrest is also observed when the embryos are transferred to the demecolcine-containing medium from 43 hpi onwards. The incubated 4-cell embryos were moved to M2 medium (ARK Resource) containing 0.1 μg/ml demecolcine at 46 hpi just before NT. Inactivated hemagglutinating virus of Japan envelope (HVJ-E) solution (CF004, Ishihara Sangyo Kaisha, LTD., Japan) was aspirated into a glass capillary, and subsequently two donor NeoR5 cells were picked up with a minimal volume of cell suspension medium in order to avoid the dilution of HVJ-E solution. The glass capillary containing cells and HVJ-E solution was inserted into perivitelline space of recipient embryos via a small hole of zona pellucida opened by the XYClone laser system (271348, Hamilton Thorne, Beverly, MA). Then, two NeoR5 donor cells together with two to three times more volume of HVJ-E solution than donor cells were placed adjacent to one of blastomeres of recipient BDF1 4-cell embryos. The reconstructed embryo was left in M2 medium for 5 min. Finally, the NT embryos were further cultured in KSOM medium containing 0.1 μg/ml demecolcine for 2 and 24 hours and subjected to immunofluorescence staining as depicted in Figure 2A.

When C3H strain mouse-derived C2C12 cells or the *Oryx dammah* cells were used for NT-ETR, BDF1 4-cell embryos were cultured in KSOM medium containing 0.1 μg/ml demecolcine from 40 to 43 hpi till 46 hpi. NT methods follow the ones described for the NeoR5 donors. Briefly, two donor cells together with HVJ-E solution were injected and placed adjacent to one of blastomeres of recipient BDF1 4-cell embryos. The reconstructed embryo was left in M2 medium for 5 min. Subsequently, the NT embryos were further cultured in KSOM medium containing 0.1 μg/ml demecolcine with or without 2.5 μg/ml α-amanitin (A2263-1MG, MERCK, Darmstadt, Germany) for 2 and 24 hours.

For NT to 2-cell embryos, C2C12 cells were used. BDF1 2-cell embryos were cultured in KSOM medium containing 0.1 μg/ml demecolcine from 21 hpi till 45 hpi (early 2-cell NT) or from 21 hpi till 54 hpi (late 2-cell NT) as depicted in Figure 6A. NT methods follow the ones described for the NeoR5 donors. Briefly, two donor cells together with HVJ-E solution were injected and placed adjacent to one of blastomeres of recipient BDF1 2-cell embryos. The reconstructed embryo was left in M2 medium for 5 min. Subsequently, the NT embryos were further cultured in KSOM medium containing 0.1 μg/ml demecolcine with or without 2.5 μg/ml α-amanitin for 24 hours.

#### Live cell imaging

NT embryos pre-loaded with LacR-mCherry were observed by live cell imaging. After NT of NeoR5 cells, such embryos were cultured in KSOM medium containing 0.1 μg/ml demecolcine for 2 hours and subsequently transferred to drops of KSOM medium with demecolcine on a glass-bottom dish (MatTek). The embryos were then placed in an incubation chamber (Tokai Hit) at 37°C under 5% CO_2_, which was set on a confocal microscope (LSM800, Carl ZEISS). Fluorescence signals for mCherry were detected with 561 nm laser irradiation (z-stacks of 69 slices with an interval of 1 μm). Time series were performed with an interval of 10 min. Images were analyzed using the ZEN software (Carl ZEISS).

#### Immunofluorescence staining

NT embryos were fixed in 4% PFA/PBS at room temperature for 20 min, and were washed three times by 0.01% PVA/PBS. Samples were next treated with 0.5% triton X-100/PBS at room temperature for 20 min, followed by washing three times with 3% BSA/PBS. The samples were blocked in 3% BSA/PBS for 1 hour at room temperature, then incubated with primary antibodies (anti-H3K4me3 [39159, Active Motif, Carlsbad, CA; ab8580, Abcam, Cambridge, MA] diluted both in 1:500, anti-H3K9me3 [ab8898, Abcam, Cambridge, MA] diluted in 1:300, anti-H3S10ph [ab5176, Abcam] diluted in 1:200 or anti-RNA polymerase II phosphorylated at serine 2 [cloneH5: MMS-129R, Covance, Princeton, NJ] diluted in 1:100) at 4°C overnight. Following three times washes by 3% BSA/PBS, samples were further incubated in the dark with Alexa Fluor 488-labeled goat anti-rabbit IgG antibody (1:2,000; A11008, Thermo Fisher Scientific) or Alexa Fluor 488-labeled goat anti-mouse IgM antibody (1:2,000; A21042, Thermo Fisher Scientific) at room temperature for 1 hour. The samples were washed with 3% BSA/PBS three times and then mounted on slides using VECTASHIELD Mounting Medium containing DAPI. The fluorescence signals were observed using a LSM800 microscope, equipped with a laser module (405/488/561/640 nm) and GaAsP detector, using the same contrast, brightness, and exposure settings within the same experiments. Z-slice thickness was determined by using the optimal interval function in the ZEN software.

#### RNA-seq analysis

Timings for sampling are shown in each corresponding Figure. A pool of three NT embryos for Figures 3 and 4, four NT embryos for Figure 5 and five NT embryos for Figures 6 and 7 were treated with acid Tyrode, followed by three times washes with 0.1% BSA/PBS, and were moved into 1×Reaction buffer from SMART-seq v4 Ultra Low Input RNA Kit (24888N, Takara). SMART-seq library preparation was performed using SMART-seq v4 Ultra Low Input RNA Kit and Nextera DNA Sample Preparation Kit (FC-131-1024, illumine, San Diego, CA) according to the vendor’s instruction.

Paired-end sequencing (50 bp + 25 bp) was obtained by the NextSeq platform (Illumina). Raw reads were first subjected to filtering to remove low quality reads using Trimmomatic (Bolger et al., 2014). Reads of less than 20 bases and unpaired reads were also removed. Furthermore, adaptor, polyA, polyT and polyG sequences were removed using Trim Galore tool (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and Cutadapt (Martin, 2011). The remaining reads were mapped to the mouse mm10 or *Oryx dammah* genome (Humble et al., 2020) by the STAR tool (Dobin et al., 2013). Gene expression values were calculated as fragments per kilobase of exon per million mapped fragments (FPKM). FPKM values for triplicates in each condition were subjected to statistical analyses to extract differentially expressed genes (DEGs, fulfilling two criteria: four-fold change cutoff (α-amanitin (-) vs. α-amanitin (+)) and the padj < 0.05 in the Benjamini-Hochberg procedure for the FPKM values of these two groups) using DESeq2 (Love et al., 2014) by normalizing with ERCC RNA Spike-In (4456740, Thermo Fisher Scientific) counts.

For assignment of transcripts to individual mouse strains (C57BL/6, DBA/2 or C3H), trimmed reads were aligned to a merged cDNA fasta file of the three strains (individual files available from Sanger site https://www.sanger.ac.uk/data/mouse-genomes-project/) using Kallisto (https://github.com/pachterlab/kallisto/releases) with 100 bootstrapped samples (Bray et al., 2016). Transcript counts were then separated by strain and differential expression quantified using sleuth (Pimentel et al., 2017). Transcripts were compared with transcripts of each developmental stage listed in the Database of Transcriptome in Mouse Early Embryos (DBTMEE) (Park et al., 2015). The genes transcribed in each strain specifically were subjected to gene ontology (GO) classification using the DAVID gene analysis tool (https://david.ncifcrf.gov). Furthermore, transcription factor binding site motifs enriched among the strain (C57BL/6, DBA/2 or C3H)-specific expressed genes’ TSSs were identified using the findMotifsGenome.pl in HOMER (Heinz et al., 2010). Each gene list was further subjected to an Ingenuity Pathway Analysis (IPA; QIAGEN, Redwood City, CA). Using IPA, enriched canonical pathways, upstream transcriptional regulators, and diseases and biological functions were investigated. In order to compare transcriptomes of injected C2C12 nuclei with donor C2C12 cells, RNA-seq dataset of C2C12 cells (GEO: GSE49321; GEO: GSM1197387-GSM1197392) were used.

For mapping of reads following reprogramming of *Oryx dammah* donor cells using mouse embryos, trimmed reads were first aligned to the mouse genome mm10 using STAR aligner (Dobin et al., 2013). Unmapped reads were retained using the option --outReadsUnmappedFastx and these unmapped reads were aligned to the *Oryx dammah* genome (Humble et al., 2020) using STAR. Gene annotation files (.gtf) for *Oryx dammah* were generated from gff3 files (Humble et al., 2020) using gffread function, and gene expression values were quantified (using --quantMode GeneCounts). Overlaps between *Oryx dammah* genes and regions of homology to human or bovine genes identified in the gff3 file were identified using bedtools intersect. Gene counts in triplicate were used to identify differentially expressed genes (DEGs, fulfilling two criteria: four-fold change cutoff (α-amanitin (-) vs. α-amanitin (+)) and the padj < 0.05 in the Benjamini-Hochberg procedure for the count values of these two groups) using DESeq2 (Love et al., 2014).

#### RNA extraction and RT-PCR

RNA of three NT embryos was extracted using Arcturus PicoPure RNA isolaction Kit (108080044, Thermo Fisher Scientific) as described by the manufacturer. Isolated RNAs were reverse-transcribed to cDNA using SuperScript Reverse Transcriptase (18080044, Thermo Fisher Scientific) with random hexamers (N8080127, Thermo Fisher Scientific). The PCR was carried out with *Lzic2*-specific primers (5′-tcgatgcggatgaatatgaa-3′ and 5′-gctagccttgtccgaagttg-3′), *Ktil2*-specific primers (5′-acaccaaaatgcatcccaat-3′ and 5′-gtttcccagggacagaacaa-3′), *Tmem144*-specific primers (5′-gttgccttggtggtcaactt-3′ and 5′-ggcttggacacttcttctgc-3′), *Rnd3*-specific primers (5′-cctgtgggacacttcaggtt-3′ and 5′-tcttcgctttgtcctttcgt-3′), *Plk2*-specific primers (5′-agccagcggaaagatacaga-3′ and 5′-taaacagcaagggagcaacc-3′), *Aqp3*-specific primers (5′-accatcaacttggcttttgg-3′ and aacgatggccagtacacaca-3′) or *Actb*-specific primers (5′-tccttcttgggtatggaatcctgt-3′ and 5′-tggcatagaggtctttacgga-3′). Each PCR reaction was performed under the following conditions: for *Lzic, Ktil2, Tmem144, Rnd3, Plk2* and *Aqp3*, 98°C 30 sec; 35 cycles of 98°C, 10 s; 59°C, 30 s; 72°C, 30 sec; final extension 72°C, 10 min; for *Actb*, 98°C 30 sec; 35 cycles of 98°C, 10 s; 64°C, 30 s; 72°C, 30 sec; final extension 72°C, 10 min.

#### siRNA knockdown of Zfp281

For investigating a function of ZFP281, specific siRNA against *Zfp281* (4390771[s105405], Thermo Fisher Scientific) was injected to IVF embryos at 6 hpi, and the injected embryos were used for NT-ETR as described above. Pre-designed negative control siRNA (RNAi Inc.) was used as a control. The NT embryos were further cultured in KSOM medium containing 0.1 μg/ml demecolcine for 24 hours, and four NT embryos were subjected to quantitative RT-PCR (qRT-PCR) using following primers: *Kti12*-specific primers (5′-agtctcagcctctagcctctgg-3′ and 5′-tggcctgatccaactggtg-3′), *Rnd3*-specific primers (5′-aagcggaacaaatcgcagag-3′ and 5′-gctaggcatgtgcgaaatcc-3′), *Plk2*-specific primers (5′-ctgtgtaatgtatacgatgctgctagg-3′ and 5′-tttgtggtttcgaatggaggt-3′), *Aqp3*-specific primers (5′-gctgtgaccttcgcaatgtg-3′ and 5′-cagcttgatccagggctctc-3′), *Zfp281*-specific primers (5′-cgttaccagacgtagttgggc-3′ and 5′-atgccaagtgagccacctg-3′) and 28S rRNA-specific primer (5′-aaggctaaataccggcacga-3′ and 5′-tcttaacggtttcacgccct-3′). PCR reactions were performed under the following condition using 7300 Real Time System (Thermo Fisher Scientific): 95°C 30 s; 40 cycles of 95°C, 5 s; 60°C, 31 s with the dissociation process. Two-tailed Student’s t-test was used to assess statistical significances. A P value < 0.05 was considered as statistically significant.

### Quantification and statistical analysis

All of the statistical methods for each experiment can be found in the Figure legends as well as in the Method Details section. For Figure 1D, the Tukey's honestly significant difference test (Tukey's HSD) was used to assess statistically significant differences among the means of fluorescence intensities. For Figure 4G, Student’s t-test was used to evaluate statistical significances of gene expression differences. For Figure 6B, Fisher’s exact test was performed to assess statistically significant differences of arrested embryos between demecolcine-treated and non-treated samples.

## Data Availability

• RNA-seq data have been deposited at GEO and are publicly available as of the date of publication. This paper also analyzes existing, publicly available data. These accession numbers for the datasets are listed in the key resources table. Microscopy data reported in this paper will be shared by the lead contact upon request. • All original code has been deposited at GitHub and is publicly available as of the date of publication. DOIs are listed in the key resources table. • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Cell division- and DNA replication-free reprogramming of somatic nuclei for embryonic transcription
**Source:** iScience. 2021 Nov 3;24(11):103290. doi: 10.1016/j.isci.2021.103290
**Supplement:** Document S1. Figures S1–S6

**Supplemental information**

**Cell division- and DNA replication-free  
reprogramming of somatic nuclei  
for embryonic transcription**

**Junko Tomikawa, Christopher A. Penfold, Takuma Kamiya, Risa Hibino, Ayumi Kosaka, Masayuki Anzai, Kazuya Matsumoto, and Kei Miyamoto**

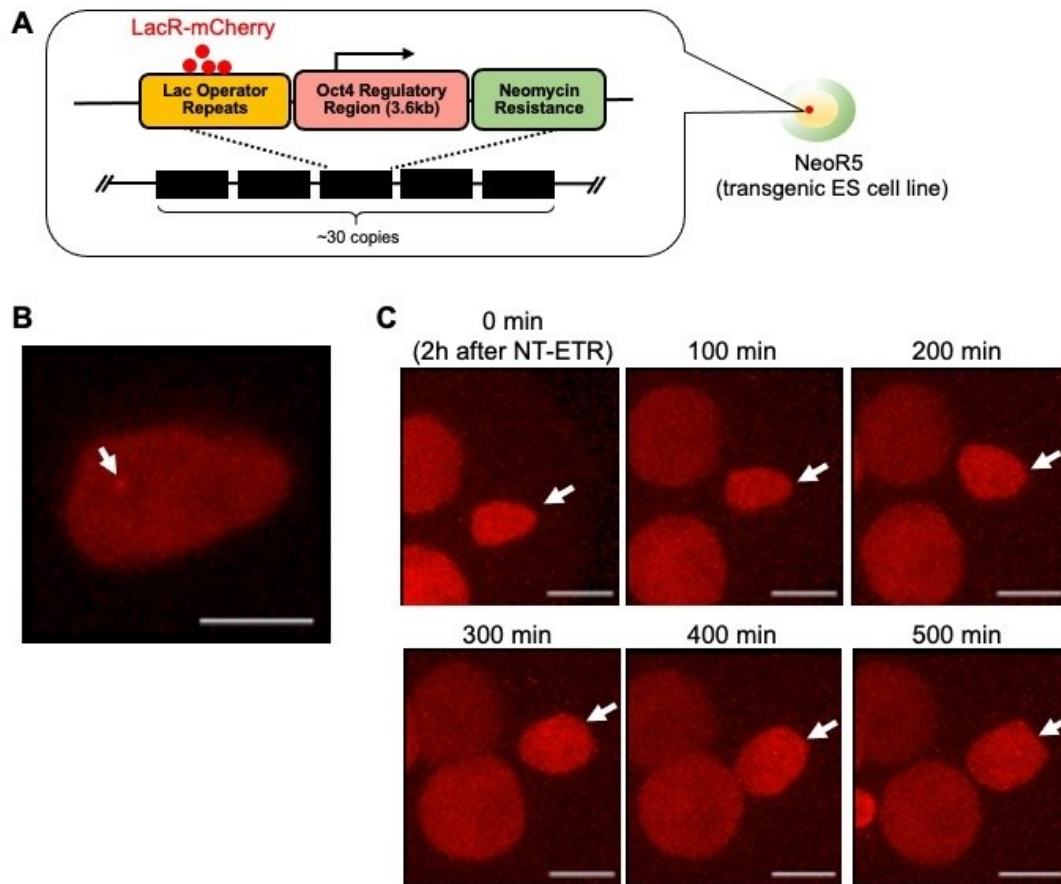

**Figure S1: Gradual nuclear swelling of a differentiated cell nucleus injected into a 4-cell embryo, related to Figure 2.** (A) A diagram shows a transgenic ES cell line, termed NeoR5, that harbors 20 to 30 copies of Lac operator repeats, the *Oct4* gene regulatory region and neomycin resistance gene. (B) Accumulation of mCherry-LacR (arrow) marks the injected NeoR5 cell nucleus, carrying lac operator repeats as depicted in Figure S1A. Scale bar, 5  $\mu\text{m}$ . (C) Live cell imaging traces the swelling process of a differentiated cell nucleus injected into a 4-cell embryo pre-loaded with mCherry-LacR. Arrows indicate the injected nucleus. Times after NT-ETR are shown. Scale bars, 10  $\mu\text{m}$ . Data presented are the representative of two independent experiments.

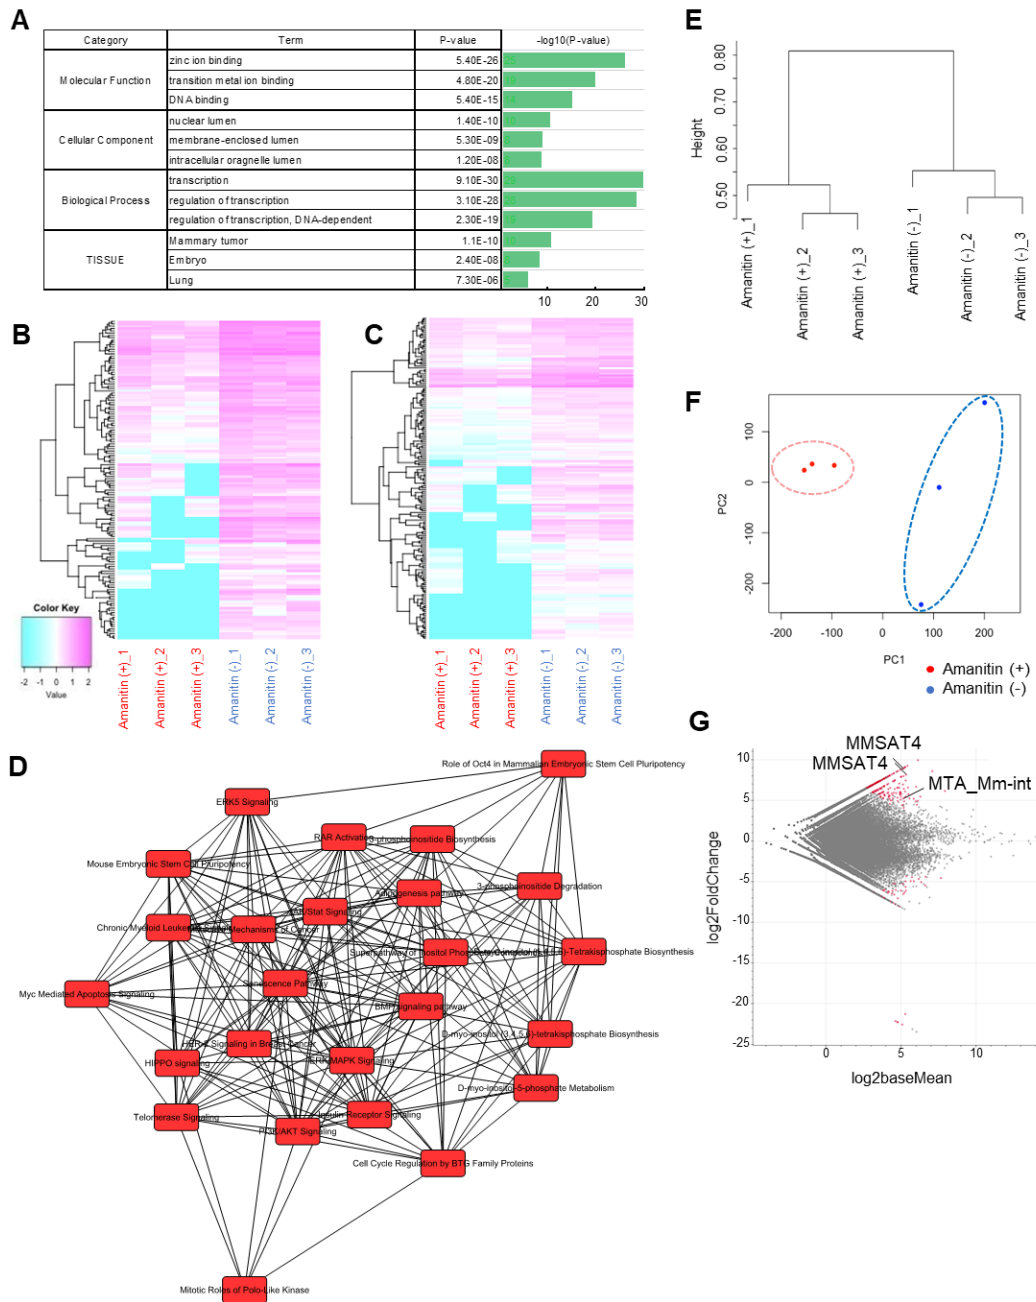

**Figure S2: Embryonic gene programs are activated after NT-ETR, related to Figure 3.** (A) Enriched terms of GO analyses using DEG lists obtained from RNA-seq of the reconstructed embryos after NT-ETR. (B) Heatmap shows the expression levels of overlapped genes between DEGs and 2-cell transient genes (138 genes in Figure 3E). (C) Heatmap shows the expression levels of overlapped genes between DEGs and 4-cell transient genes (169 genes in Figure 3E). (D) Canonical pathways predicted by Ingenuity Pathway Analysis (IPA) using DEGs between  $\alpha$ -amanitin-treated and non-treated NT embryos. (E) Hierarchical clustering dendrogram generated using the expression profiles of repeat elements in NT embryos cultured with or without  $\alpha$ -amanitin. (F) PCA of repeat element expression profiles. Red and blue dots indicate the groups cultured with or without  $\alpha$ -amanitin, respectively. (G) An MA plot on the repeat element expression levels. Red dots are the DEGs fulfilling two criteria: four-fold change cutoff ( $\alpha$ -amanitin (-) vs.  $\alpha$ -amanitin (+)) and the  $\text{padj} < 0.05$ . Some selected repeat elements are shown on the plot. Three independent biological replicates were performed.

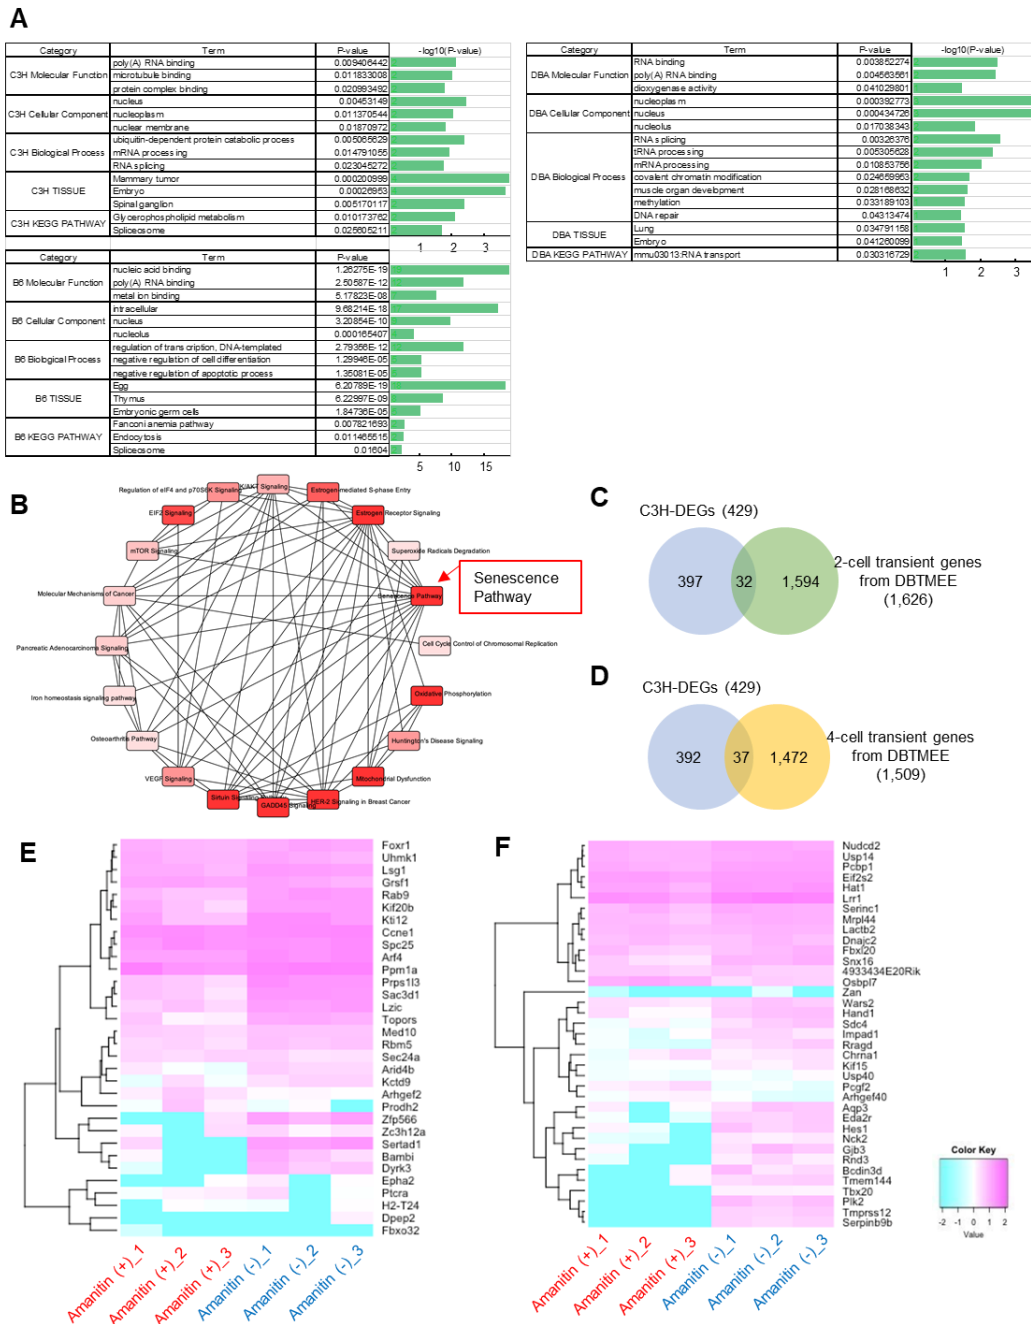

**Figure S3: Reprogrammed transcripts from genomes of different mouse strains after NT-ETR, related to Figure 4.** (A) Enriched GO terms in transcripts from the genome of each strain. IVF-derived BDF1 mouse 4-cell embryos were fused with C2C12 cells derived from C3H strain mouse. All transcripts from the NT embryos were sorted into each strain (C57BL/6 [B6], DBA/2 or C3H), and DEGs of each strain were detected as shown in Figure 4A. Using these gene lists, enriched GO terms were found based on a value of  $p < 0.05$ . (B) Canonical pathways predicted IPA using downregulated genes after NT-ETR in Figure 4B (cluster 1). (C and D) Venn diagrams showing the numbers of total and overlapping genes between the C3H DEGs and 2- or 4-cell transient genes. (E and F) Heatmap of overlapped genes between C3H DEGs and 2- (32 genes) or 4-cell transient genes (37 genes). Most of the 2-cell and 4-cell transient genes were transcriptionally activated after NT-ETR. Three independent biological replicates were performed.

**A**

C3H-DEG (429)

| Motif        | P-value   | Match                                             |
|--------------|-----------|---------------------------------------------------|
| AAAAAAAAAAAA | 1.00E-198 | PB0182_1_Srf_2/Jaspar(0.842)                      |
| CCCTCTCTCT   | 1.00E-123 | SP1/MA0079_3/Jaspar(0.618)                        |
| GGGGGGGGGG   | 1.00E-112 | Maz(Zf)/HepG2-Maz-ChIP-Seq(GSE31477)/Homer(0.685) |
| GGGGGGGGGG   | 1.00E-108 | Sp1(Zf)/Promoter/Homer(0.951)                     |
| AAATTTTAAAA  | 1.00E-83  | LIN54/MA0619_1/Jaspar(0.766)                      |

B6-DEG (945)

|              |           |                                                      |
|--------------|-----------|------------------------------------------------------|
| AAAAAAAAAAAA | 1.00E-337 | PB0182_1_Srf_2/Jaspar(0.830)                         |
| GGGGGGGGGG   | 1.00E-216 | SP1/MA0079_3/Jaspar(0.925)                           |
| CAGAGAGAGA   | 1.00E-149 | PRDM1(Zf)/Hela-PRDM1-ChIP-Seq(GSE31477)/Homer(0.790) |
| CTCTCTCTCT   | 1.00E-147 | PRDM1/MA0508_1/Jaspar(0.639)                         |
| CCAGCTCTCT   | 1.00E-145 | Smad3(MAD)/NPC-Smad3-ChIP-Seq(GSE36673)/Homer(0.606) |

DBA-DEG (415)

|              |           |                                              |
|--------------|-----------|----------------------------------------------|
| AAAAAAAAAAAA | 1.00E-165 | PB0182_1_Srf_2/Jaspar(0.850)                 |
| CTCTCTCTCT   | 1.00E-114 | SP1/MA0079_3/Jaspar(0.762)                   |
| TTTTTTTAAAA  | 1.00E-93  | CHR(?)Hela-CellCycle-Expression/Homer(0.711) |
| CCCCCCCCC    | 1.00E-84  | Sp1(Zf)/Promoter/Homer(0.971)                |
| GTGTGTGTGT   | 1.00E-83  | PB0130_1_Gm397_2/Jaspar(0.689)               |

B6-specific (641)

|              |           |                                                      |
|--------------|-----------|------------------------------------------------------|
| AAAAAAAAAAAA | 1.00E-203 | PB0182_1_Srf_2/Jaspar(0.849)                         |
| GGGGGGGGGG   | 1.00E-128 | SP1/MA0079_3/Jaspar(0.948)                           |
| TTTGTGTGTGT  | 1.00E-112 | PB0130_1_Gm397_2/Jaspar(0.678)                       |
| CAGAGAGAGAGA | 1.00E-112 | PRDM1(Zf)/Hela-PRDM1-ChIP-Seq(GSE31477)/Homer(0.598) |
| GATGAAGAGAG  | 1.00E-105 | GATA3/MA0037_2/Jaspar(0.643)                         |

DBA-specific (93)

|             |          |                                              |
|-------------|----------|----------------------------------------------|
| TTTTTTTTT   | 1.00E-51 | PB0182_1_Srf_2/Jaspar(0.898)                 |
| GGGAGAGAGAG | 1.00E-31 | EGR1/MA0162_2/Jaspar(0.809)                  |
| CCCTCTCTCT  | 1.00E-29 | EWSR1-FLI1/MA0149_1/Jaspar(0.786)            |
| CCCTCTCTCT  | 1.00E-25 | KLF5/MA0599_1/Jaspar(0.648)                  |
| TTTTTAAAAAG | 1.00E-25 | CHR(?)Hela-CellCycle-Expression/Homer(0.774) |

B6-C3H shared (248)

|              |           |                                                              |
|--------------|-----------|--------------------------------------------------------------|
| AAAAAAAAAAAA | 1.00E-102 | PB0182_1_Srf_2/Jaspar(0.886)                                 |
| GGGGGGGGGG   | 1.00E-75  | SP1/MA0079_3/Jaspar(0.947)                                   |
| TTTTTTTAAAA  | 1.00E-67  | CHR(?)Hela-CellCycle-Expression/Homer(0.718)                 |
| CCCTCTCTCT   | 1.00E-63  | ZNF519(Zf)/HEK293-ZNF519 GFP-ChIP-Seq(GSE58341)/Homer(0.657) |
| TATCCTCTCT   | 1.00E-61  | ZNF189(Zf)/HEK293-ZNF189 GFP-ChIP-Seq(GSE58341)/Homer(0.630) |

B6-DBA shared (241)

|              |          |                               |
|--------------|----------|-------------------------------|
| CTCTCTCTCT   | 1.00E-95 | PRDM1/MA0508_1/Jaspar(0.634)  |
| AAAAAAAAAAAA | 1.00E-90 | PB0182_1_Srf_2/Jaspar(0.890)  |
| CTCTCTCTCT   | 1.00E-70 | POU08_1_DCE_S_1/Jaspar(0.630) |
| GGGGGGGGGG   | 1.00E-69 | Sp1(Zf)/Promoter/Homer(0.974) |
| AGCCAGAGCAG  | 1.00E-58 | Zfx/MA0146_2/Jaspar(0.622)    |

C3H-DBA shared (266)

|              |           |                                                      |
|--------------|-----------|------------------------------------------------------|
| AAAAAAAAAAAA | 1.00E-123 | PB0182_1_Srf_2/Jaspar(0.848)                         |
| AGCAGAGAGAG  | 1.00E-85  | PB0124_1_Gabpa_2/Jaspar(0.578)                       |
| GGGGGGGGGG   | 1.00E-81  | SP1/MA0079_3/Jaspar(0.949)                           |
| AGCCAGAGCAG  | 1.00E-61  | Zfx/MA0146_2/Jaspar(0.653)                           |
| CAGCCAGAGCAG | 1.00E-58  | Smad3(MAD)/NPC-Smad3-ChIP-Seq(GSE36673)/Homer(0.618) |

All shared (185)

|             |          |                                                              |
|-------------|----------|--------------------------------------------------------------|
| TTTTTTTTT   | 1.00E-76 | PB0182_1_Srf_2/Jaspar(0.835)                                 |
| CCCTCTCTCT  | 1.00E-69 | ZNF263/MA0528_1/Jaspar(0.669)                                |
| GGGGGGGGGG  | 1.00E-47 | Sp1(Zf)/Promoter/Homer(0.979)                                |
| AGCCAGAGCAG | 1.00E-47 | ZNF416(Zf)/HEK293-ZNF416 GFP-ChIP-Seq(GSE58341)/Homer(0.595) |
| GTGTGTGTGT  | 1.00E-37 | PB0130_1_Gm397_2/Jaspar(0.724)                               |

**B**

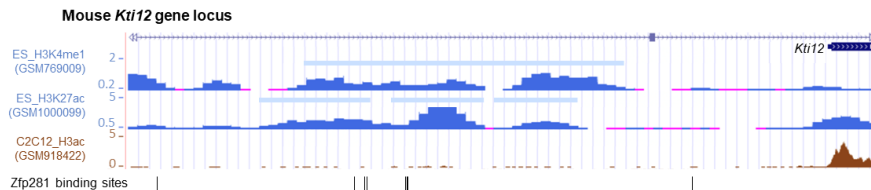

**Figure S4: TFs potentially involved in transcriptional reprogramming after NT-ETR, related to Figure 4.** (A) Enriched sequence motifs identified by the HOMER de novo analyses using the DEG lists in each strain of genome after NT-ETR. The top five de novo motifs are shown. The number of genes in each category is shown in parenthesis and the number corresponds to the ones described in Figure 4A. (B) Track view of ChIP-seq (H3K4me1, H3K27ac and H3ac) from datasets of GSM769009, GSM1000099 and GSM918422, and predicted ZFP281 binding sites at the *Ktr12* upstream region in ES cells and C2C12 cells.

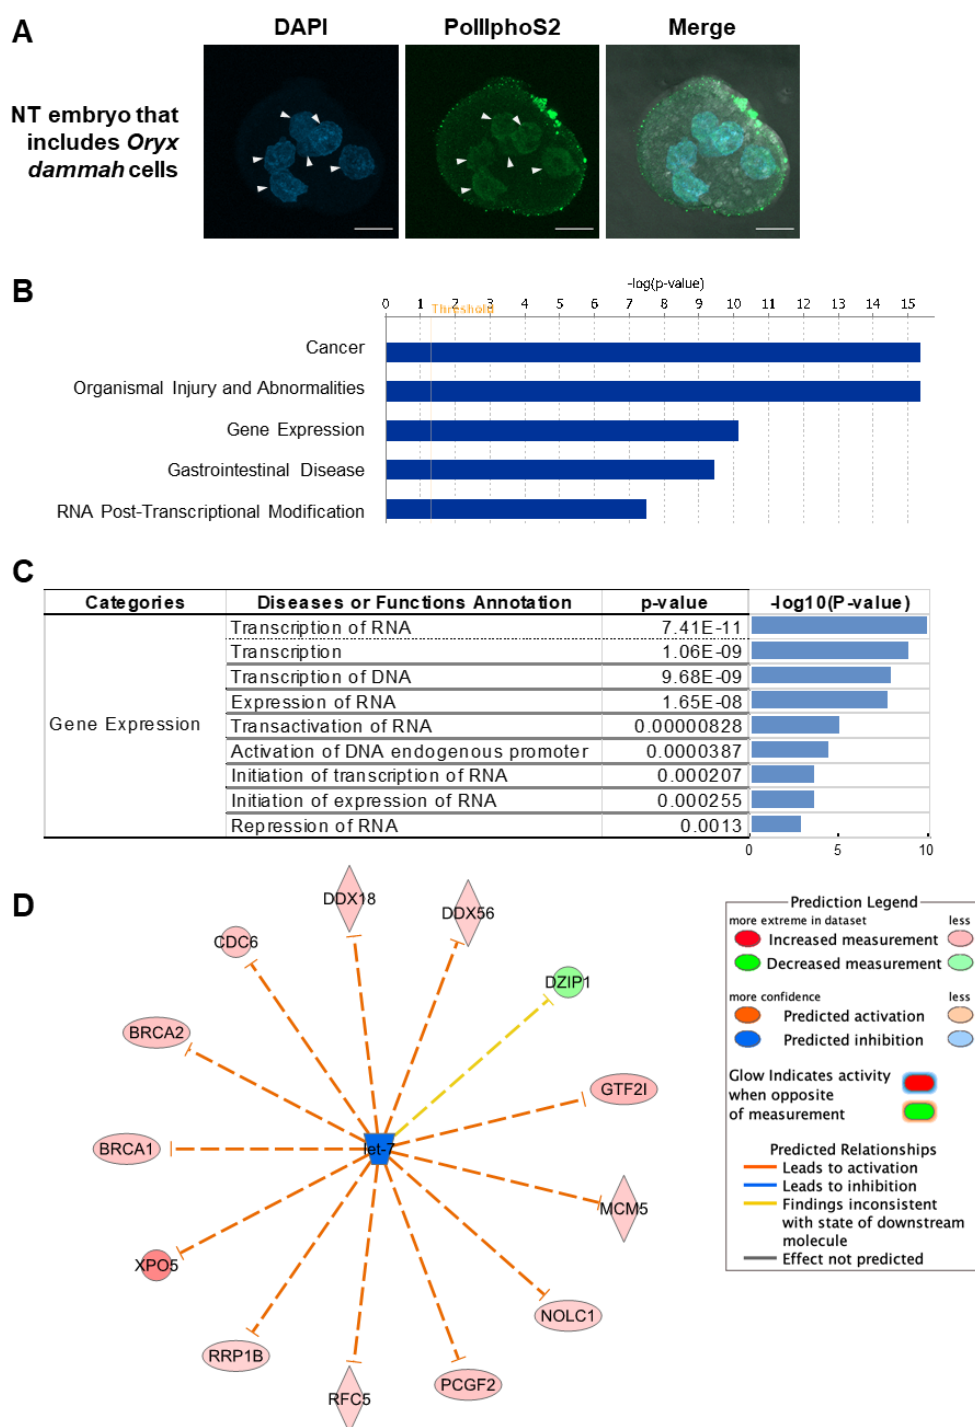

**Figure S5: Reprogramming of a transcriptional state of *Oryx dammah* cells, related to Figure 6.** (A) Immunostaining of PollphoS2 in a NT embryo in which two *Oryx dammah* cells were injected into a mouse 4-cell stage embryo. PollphoS2 signals were detected in all nuclei that included those from *Oryx dammah* cells, and all nuclei are marked by arrowheads. DNA was stained with DAPI (blue). Three independent experiments were performed. Scale bars indicate 20  $\mu$ m. (B) Top 5 diseases and biological functions enriched by IPA for the 729 upregulated *Oryx dammah* DEGs between NT embryos with  $\alpha$ -amanitin and those without  $\alpha$ -amanitin. (C) Functional annotation of the enriched term "Gene expression" in Figure S5B. (D) Downstream effects analysis of let-7 miRNA revealed by IPA. Gene regulatory networks of let-7 in NT embryos are predicted.

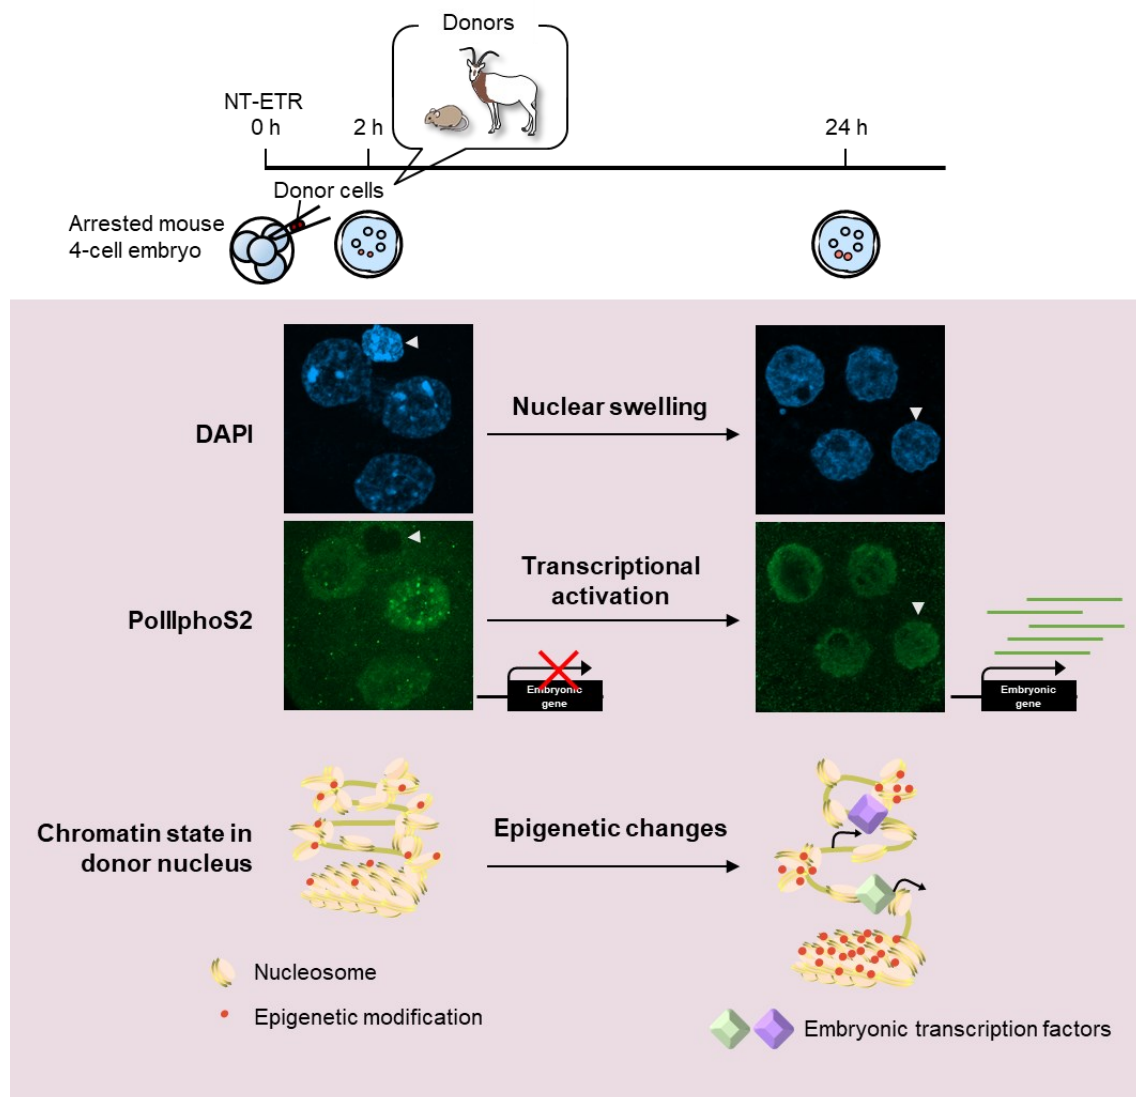

**Figure S6: Mouse embryos arrested at the 4-cell stage elicit cross-species transcriptional reprogramming within a day without cell division and DNA replication, related to Figures 1-7.** The model for cell division and replication-free reprogramming is depicted. By using NT-ETR, we have successfully induced transcriptional activation of embryonic genes from the intraspecies and cross-species genomes within a day. In the donor cell nucleus, chromatin structures are dynamically reprogrammed in parallel with nuclear swelling. Embryonic transcription factors such as ZFP281 are responsible for this cell division- and replication-free reprogramming. Arrowheads in the immunofluorescent images indicate the injected donor cell nucleus, which becomes transcriptionally active after NT. The immunofluorescent images are also used in Figure 2C.

How the deposited data were processed for this re-analysis (not part of the article)

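RNA-seq of pooled NT embryos was analysed from processed tables of 3 experiments, each with 2 groups of 3 libraries: four-cell NT embryos with C2C12 cells, with and without α-amanitin; C2C12 NT embryos of the groups D and DR of the DNA replication experiment; and four-cell NT embryos with Oryx dammah cells, with and without α-amanitin. Groups were taken from the sample names and column names. The C2C12 columns carry numbers that are not those of the sample names, as do the D columns (1, 4 and 5), while the DR and oryx columns are numbered 1 to 3. Single libraries are called by the column names, and none were paired, except in an alternative for oryx with these numbers as a block. A further 16 columns with values per library were not used, since their names do not identify a condition: 12 in the table of the two-cell experiment, which do not say whether the embryos were early or late two-cell embryos, and 4 in the table of the replication experiment. The two-cell experiment is therefore not analysed here, nor are strain-separated reads, repeat elements, qPCR, imaging or the mouse reads of the oryx experiment.

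For all experiments the authors removed low-quality reads with Trimmomatic, discarded reads under 20 bases and unpaired reads, trimmed adaptors and homopolymers with Trim Galore and Cutadapt, and mapped with STAR to mm10. The text of the paper names neither the version of STAR nor the counting tool and annotation for the mouse genes. Of 53023 gene identifiers in the C2C12 table, 50248 match GENCODE vM21 with their version and 52918 without it. The mouse tables hold FPKM as the authors deposited them, calculated from reads per kilobase of gene and per 1000000 counted reads, without spike-in scaling. Multiplied by gene length in kilobases, these sum to 1000000 per library. For C2C12 the values are whole multiples of 1 read, so reads were recovered. For the replication experiment 41.4% to 50.5% of the values are whole, so the reads there are approximate, and how the fractions arose is not known. The oryx table holds, as its signal for each library and gene, read counts that the authors divided by a DESeq2 size factor. It also holds the authors' log2 changes with their standard errors. The authors' p-values, as deposited, come from DESeq2's Wald test, with Benjamini-Hochberg adjusted values beside them, and the score behind each is the Wald statistic that the authors calculated with DESeq2. Whole reads were recovered from 100% of the values, and DESeq2 on these gave log2 changes within 1.7e-09 of the authors' over 14984 genes.

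Mouse data were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with a mean-variance trend, over genes with an FPKM of at least 1 in at least 3 libraries. In the replication experiment, FPKM were first scaled to the 19 spike-ins found in every library, and the filter was applied to the FPKM before scaling, a choice made after the values were seen (the filter on scaled FPKM also gave 0 DEGs, with 43 genes at an unadjusted p under 0.05). The C2C12 and oryx tables list 0 spike-ins, so they were not scaled to them. Oryx reads were tested with edgeR 4.0.16 (quasi-likelihood test, TMM, filterByExpr), as foreseen for reads recovered from normalized counts. DESeq2 1.42.0 was run as an alternative in all 3 experiments. It was changed from leaving out genes without reads to keeping every gene of the table after its oryx count had been seen to exceed the authors' by 3 genes, and both versions are reported. P-values were adjusted by the Benjamini-Hochberg procedure, and DEGs had an adjusted p under 0.05 and a change of at least 4-fold. The standard error of edgeR log2 changes was approximated from the F statistic. A group with at most 3 reads in each library was put at 3 reads, and the fold was given as a lower bound. Such a bound compares the mean of the other group with this limit. It covers counting error in the group with at most 3 reads, but not the spread between pools of the other group. Standard errors cover counting error and the spread between pools. PCR duplicates were not removed here.

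Separation of libraries was measured as the share of squared distance explained by group, with an exact permutation test over the 10 splits into 3 and 3, average-linkage clustering and principal component analysis. With 3 libraries per group no exact p can be under 0.1. Gene lists were tested with fry, and with camera as an alternative, with adjustment over the 14 lists of each mouse experiment. The lists were: two-cell and four-cell transient genes that the paper found transcribed from the C3H genome, its 6 marker candidates, genes of the two-cell stage burst of transcription, p53 targets, maternal transcripts, mitochondrial mRNAs, myoblast genes, and the strain lists of Tables S4, S5 and S6 with the genes found in 1 strain only. No list was tested in the oryx data, since the identifiers are not paired with gene names. An overlap of DEGs with Table S1, and a test of Table S1 as a list, were foreseen but not run, since the copy held here has 1736 genes, 1733 higher and 3 lower, and is 1 gene short of the paper's count. Single genes were named by a rule set before the data were examined: every gene the paper names for the experiment and, for each comparison, the 5 DEGs with the largest rise and the 5 with the largest fall among those whose groups do not overlap. The oryx genes with the largest changes are limited to 2 each way. Genes named outside that rule are marked as chosen after their values were seen.

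The procedures were tested on simulated libraries in which 199 or 200 genes, none of them weakly expressed, were changed by at least 8-fold. For C2C12 and oryx these had the depths and mean levels of the experiment, but a fixed spread for every gene in place of the observed one. For the replication experiment they had the levels and spread of its FPKM. The simulation with the spread of spike-in-scaled FPKM was added after the first results had been seen. Replicate libraries differed by more than counting noise, with chi-square per degree of freedom from 5.62 to 101, and no library was a duplicate of another. Alternatives tried for each result were: no fold criterion, other scaling, a pseudocount of 0.1, no filter, a filter on mean FPKM of at least 5 or mean count of at least 10, no mean-variance trend, edgeR or DESeq2 on reads, other distances for the separation, camera, a replicate block for oryx, a term for S7 and S8 of C2C12 (or S15 to S18 alone), and each library left out in turn. The closing section gives their effect.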

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

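No test in this part was chosen after its result was seen, but the constant between Table S1 and the recovered reads that the test uses had been computed before.

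Mitochondrial mRNAs, which the paper does not discuss and which mitochondrial RNA polymerase transcribes, were lower in C2C12 NT embryos without α-amanitin. The median log2 change was −1.21 over the 8 of 13 mRNAs that were tested, 0 of 8 were higher, and none had overlapping groups (fry, adjusted p = 0.0078; camera, adjusted p = 3.3e-11). None reached 4-fold, 7 had an adjusted p under 0.05 over all genes tested (limma), and 8 when adjusted over the list alone. With median-of-ratios scaling the median was −1.52. Their share of all reads was 5.75% to 6.08% in the libraries without and 11.4% to 19.0% in those with α-amanitin. The other 5 mRNAs had at most 3 reads in every library, and mt-Co2 and mt-Atp8 are listed at 0 in all 6, so the list is not counted evenly.

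The depths of the groups overlap (1829781 to 2278397 reads without and 1136771 to 3101002 with α-amanitin), and the deepest library, S16, had the lowest mitochondrial share of the treated group, so depth alone does not order the shares. FPKM express each gene relative to the total. A candidate explanation is that embryos with α-amanitin lost Pol II transcripts while the amount of mitochondrial mRNA stayed the same, which would raise the mitochondrial share. It predicts a fall equal to the constant of 1.34 by which the log2 changes in Table S1, which the authors scaled to spike-ins, exceed those of the recovered reads. The median over the 11 mitochondrial mRNAs with reads was −1.48 with DESeq2, 0.15 from the predicted −1.34, and over the 8 above 3 reads it was −1.55, 0.21 away. The values are consistent with this explanation, in which the fall is a product of expressing reads relative to the total, as far as the constant stands for the level set by the spike-ins. As a factor for all genes, the constant did not account for the paper's counts (3275 upregulated and 12 downregulated genes with DESeq2, against 1,734 and 3), so how well it measures that level is open. The values do not exclude a smaller change in mitochondrial transcription or RNA stability, and without spike-ins for these libraries the amount of mitochondrial mRNA per embryo was not measured.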

How the results depend on the processing

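Some alternatives were chosen after seeing the data. For C2C12 these were edgeR and DESeq2 on recovered reads, a term for S7 and S8, and S15 to S18 alone. For the replication experiment they were own-factor and rescaled-read DESeq2 fits, a filter on scaled FPKM, and the separation without spike-in scaling. Limma on oryx counts, keeping genes at 0 reads in DESeq2, and leaving out libraries for lists, separation and spike-in level were also chosen then. The others were set before the data were examined. Unless a reason is given, the cause of a change was not tested.

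In the C2C12 experiment, upregulated DEGs outnumbered downregulated ones under every alternative. Dropping the fold criterion gave 1093 and 112 genes, since fewer conditions had to be met. Testing all genes without a filter gave 259 and 5, and a filter on a mean FPKM of at least 5 gave 344 and 21 among 5237 genes. Both returned only genes among the 649. For these, the cause was not tested. With edgeR and TMM 394 genes were upregulated, and with DESeq2 93 genes were downregulated, or 92 without the genes at 0 reads. DESeq2 without the fold criterion gave 956 and 273. The second principal component, with 16.5% of the variance, set S7 and S8 apart, 1 library of each group. No batch is named for them, and a term for this difference in limma gave 643 and 42 genes. S15 to S18 alone gave 86 and 5, and the cause was not tested. The other alternatives on all libraries stayed within 1.5 times the 613 and 36. With each library left out, upregulated genes ranged from 298 (without S15) to 797 (without S16) and downregulated genes from 7 (without S18) to 58 (without S16). The log2 change of Actb turned to −0.16 with median-of-ratios scaling, −0.37 with edgeR and TMM and −0.29 with both DESeq2 fits, and ranged from −0.21 (without S16) to 0.53 (without S8). That of Pou5f1 turned to −0.076, −0.17 and −0.089 in the same fits, and ranged from −0.10 (without S18) to 0.56 (without S15). Among other named genes, 50 results in other fits and 51 with a library left out kept their direction but lost significance. The treatment stayed the split with the largest share of distance throughout, as did the lists, except that camera passed the threshold for maternal transcripts (median −0.59) and myoblast genes (median −0.20), which fry did not. The median of the myoblast genes ranged from −1.002 (without S16) to 0.27 (without S8).

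In the replication experiment, every limma fit of all 6 libraries gave 0 DEGs, with 27 to 897 genes at an unadjusted p under 0.05. DESeq2 with spike-in factors gave 9 genes lower in DR on rounded FPKM, and 1 higher and 9 lower on rescaled reads. DESeq2 with its own factors gave 1 lower on rounded FPKM, and 1 higher and 5 lower on rescaled reads. Leaving out each library in turn gave 0 to 4 lower genes, with 4 only without D5. Directions rest on the scaling: with FPKM as given, median-of-ratios scaling, DESeq2 with its own factors on rounded FPKM and DESeq2 with its own factors on rescaled reads, the log2 changes were 0.46, 0.41, 0.62 and 0.52 for Rnd3, 0.71, 0.65, 0.77 and 0.77 for Aqp3 and 0.86, 0.80, 0.83 and 0.82 for Kti12. With libraries left out they ranged from −2.54 to 0.063 for Rnd3, −2.61 to 0.43 for Aqp3 and −2.63 to 0.53 for Kti12, lowest without D5 and highest without D1.

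List medians moved with the scaling too. With FPKM as given they were −0.077 and 0.048 for the two-cell and four-cell transient genes, 0.47 for markers, 0.14 for p53 targets, 0.20 for maternal transcripts, 0.0050 for C3H, 0.0021 for DBA/2, 0.23 for C3H-only and 0.060 for DBA/2-only genes. With median-of-ratios scaling they were −0.0099 for four-cell transient genes, 0.43 for markers, 0.085 for p53 targets, 0.17 for maternal transcripts, 0.17 for C3H-only and 0.0026 for DBA/2-only genes. In each of these fits the direction by fry was the opposite of that with spike-ins. Camera compares a list with the other genes and not with 0, and it gave the opposite direction for lists with a negative median: two-cell (median −1.52) and four-cell (−1.49) transient genes, markers (−1.08), p53 targets (−1.26), maternal transcripts (−1.14), C3H and DBA/2 genes (−1.51 each), C3H-only (−1.37) and DBA/2-only genes (−1.41). It passed the threshold only for genes of the two-cell stage burst (−2.42). The marker median ranged from −2.62 (without D5) to 0.25 (without D1). The separation by group was 21.1% with Spearman's rho and 21.0% without spike-in scaling (4 of 10 splits as large in both) and ranged from 12.0% (without DR1) to 38.5% (without D5).

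In the oryx experiment, upregulated DEGs outnumbered downregulated ones under every alternative. Dropping the fold criterion gave 469 downregulated genes, DESeq2 729 upregulated genes (732 without the genes at 0 reads), library totals 90 downregulated genes, and no filter 789 upregulated genes among 14984. Upregulated genes ranged from 198 (without NT2) to 640 (without Am1), and downregulated genes from 67 (without NT2) to 174 (without Am3). DESeq2 without the fold criterion gave 925 and 411. With the numbers 1 to 3 of the columns as a replicate block, edgeR gave 271 and 95 genes, 355 of them among the 605. Libraries of the same number did not deviate together from the means of their groups (Pearson's r across genes −0.032, −0.046 and −0.042), so they share only a number. Here too the treatment was the split with the largest share of distance throughout.

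Not run were all results of the two-cell experiment and its comparison with four-cell embryos, the tests on Table S1, a block for replicates in the mouse experiments, and DESeq2 with spike-in factors for C2C12. No paired analysis was possible because the C2C12 columns of the 2 groups share no number and the D and DR columns share only 1. Depth limits the folds of genes with at most 3 reads in every library of a group, which are lower bounds for the ratio of group means. In the replication experiment the spread of the spike-in factors limits the test: simulated changes of at least 8-fold were recovered for 0 of 200 genes after scaling and 181 of 200 before it.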

Differences from the paper's values

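In the C2C12 experiment, 613 genes were upregulated against the paper's 1,734, and 36 were downregulated against the paper's 3. A gap between counts is called closed here where the count came within 1.5 times the paper's. None of the alternatives set before the data were examined closed either gap, and the nearest were 1093 upregulated genes without the fold criterion and 5 downregulated genes without a filter. Nor did edgeR or DESeq2 on recovered reads.

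Between D and DR, 0 genes were DEGs (88 had an unadjusted p under 0.05), against the paper's 4 on one side and 1 on the other. Of the alternatives set before the data were examined, leaving out library D5 gave 4 genes on one side, and none gave 1 on the other. DESeq2 on rounded FPKM with spike-in factors gave 9 and 0. DESeq2 with its own factors on rescaled reads, chosen after seeing the values, gave 5 and 1, within 1.5 times both of the paper's values. The fits with spike-in factors on rescaled reads (9 and 1) and with its own factors on rounded FPKM (1 and 0), also chosen after seeing the values, each reached at most 1 of the pair.

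In the oryx experiment, 454 genes were upregulated against the paper's 729. Of the alternatives set before the data were examined, the gap closed, to within 1.5 times, with library totals (547) and no filter (789). It also closed with no fold criterion (627), although the paper's 729 had to meet the 4-fold criterion. It also closed without Am1 (640), Am2 (569) or Am3 (522). So it did with DESeq2, the method the paper names, as first run without genes at 0 reads (732). It stayed with RLE factors, with the replicate block, with a mean count of at least 10 and without NT1, NT2 or NT3. DESeq2 with every gene of the table kept (729) and limma (567), both chosen after seeing the values, also closed it.

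Among named genes that rose and whose change is not a lower bound, the paper's log2 changes in Table S1 are all higher. For Kti12, Lzic and Rpp38 the gap is within the paper's standard error, and for 5 genes it is larger. Nck2 had 1.89 against the paper's 5.221 (standard error 1.254), Rnd3 2.37 against 6.759 (1.37), Tmem144 3.14 against 6.004 (1.247), Aqp3 2.98 against 5.258 (1.171) and Sox21 1.48 against 3.871 (1.38), where the second value and the error are the paper's. Of the alternatives set before the data were examined, a pseudocount of 0.1 closed the gap for Tmem144 (5.40), Aqp3 (4.33) and Sox21 (3.54), and no other did. None closed it for Nck2 or Rnd3. EdgeR with library totals, chosen after seeing the values, came within the paper's error for Nck2 (4.14) and Sox21 (2.56). DESeq2 with a constant taken from Table S1 itself in its size factors, also chosen after seeing the values, came within it for all 5, with 5.30 for Nck2, 6.21 for Rnd3, 5.01 for Tmem144, 4.59 for Aqp3 and 3.79 for Sox21.

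The paper states that Sox21 was upregulated. Here its log2 change of 1.48 was under the 4-fold criterion. It was above it with a pseudocount of 0.1 (3.54), edgeR (2.23 with TMM, 2.56 with library totals) and DESeq2 (2.45), where the adjusted p was above 0.05. Dropping the fold criterion called it, with its adjusted p of 0.0492 from limma (0.0292 to 0.214 over the alternatives), as did DESeq2 with the constant taken from Table S1, which is not among these (adjusted p = 0.0099). Table S1 also lists Nck2 as upregulated. Here it was under the 4-fold criterion, and was called without that criterion, with a pseudocount of 0.1, without S17, and with edgeR, DESeq2 and DESeq2 with the constant on recovered reads.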

Other observations

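The test of the count model against Table S1, the comparison of single libraries of the replication experiment by two-cell stage genes, and the genes that are marked so were chosen only after the result was seen.

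Of the 10 splits of the 6 C2C12 libraries into 3 and 3, only the treatment, 1 split, gave as many as 649 DEGs, and the other splits gave 0. For the oryx libraries, again 1 split gave as many as 605, and the other splits gave 0. With 10 splits, a share under 0.1 cannot be reached. In the replication experiment all 10 splits gave at least the 0 DEGs of D against DR. One of them, which set DR1, DR2 and D5 against DR3, D1 and D4, gave 13708. Those are the libraries with a spike-in share of at least 1.09% and of at most 0.147%, so after scaling this split follows the spike-in share and not the groups.

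Whether the embryos of the replication experiment differ in their amount of mRNA was examined by the number of genes at 5 reads per 1000000 or more. This number was expected to rise with the ratio of gene to spike-in signal. Across the 6 libraries, Spearman's rho was 0.14 (exact permutation test, p = 0.803) and Pearson's r was 0.05 (exact permutation test, p = 0.918). Without D1 and D5, r was −0.30 (exact permutation test, p = 0.667, 4 libraries left). The number is relative to the reads of each library, so a difference in mRNA common to all genes would leave it unchanged. The test therefore cannot tell a difference in mRNA from a difference in the spike-in added, and only 6 libraries were available. No batch is named for these libraries, and sequencing depth differs between D and DR.

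Table S1 holds more upregulated and fewer downregulated genes than the C2C12 FPKM gave. Across its 1736 genes as held here, Pearson's r between its log2 changes and those of DESeq2 on recovered reads was 0.98 (genes are not independent replicates), and its values lay above by a median of 1.34 (quartiles 1.13 and 1.54), or 2.53-fold. One explanation is a single lower level of the α-amanitin (+) libraries set by the spike-ins. It predicted that DESeq2 with this constant would give within 1.5 times 1,734 upregulated and fewer than 10 downregulated genes, but it gave 3275 and 12, so the constant alone does not account for the counts. The constant was taken from Table S1, so the test is not independent of it. Another explanation, the count model without a filter or spike-ins, gave 760 upregulated and 93 downregulated genes and does not account for them either. How the authors' spike-in counts entered the fit was not tested, since the table used here lists none. The paper's 3 downregulated genes were DEGs here as well, with log2 changes of −2.17 for Cfap70, −2.26 for Gm43684 and −3.49 for Olfr373. Each had an adjusted p above 0.05 in limma without S17 (0.0787, 0.0910 and 0.0671) and in other fits without 1 library.

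Targets of p53 were higher without α-amanitin in C2C12 NT embryos, with a median log2 change of 2.39 over 21 tested of 25, or 2.70 with genes at their lower bound (fry, adjusted p = 0.0028). Of these, 19 were higher, 12 were DEGs, 12 had an adjusted p under 0.05 over all genes (limma) and 16 when adjusted over the list alone. With median-of-ratios scaling the median was 2.24. A rise common to genes of the same expression level was weighed by 10000 random lists of matched mean expression. Their median was 0.42, 95% lay between −0.03 and 0.91, and 0 were as high, so the list was at percentile 100, which argues against it. Of the 21 genes, 15 are in Table S1 as held here and 2 in another list, so the list overlaps the study's DEGs. Whether unstable transcripts in general are higher without α-amanitin was not tested, and this stays open beside p53 activity.

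Maternal transcripts had a median log2 change of −0.59 over 19 tested of 21, with 2 higher and 0 DEGs. Fry did not pass the threshold (adjusted p = 0.176) and camera did (adjusted p = 3.2e-06), and 2 had an adjusted p under 0.05 over all genes (limma) and 4 when adjusted over the list alone. Myoblast genes had a median of −0.20 over 11 tested of 20, with 3 higher and 0 DEGs (fry, adjusted p = 0.55; camera, adjusted p = 0.012), and 0.27 without library S8. With median-of-ratios scaling the medians were −0.86 and −0.51. Camera assumes a preset correlation between genes. Its calls for the other lists of the C2C12 experiment hold under fry. No biological explanation was tested.

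For D against DR, fry gave an adjusted p of 0.53 for 13 of the 14 lists and 0.56 for the markers, with medians after spike-in scaling from −2.42 (genes of the two-cell stage burst) to −1.08 (markers) against −1.41 for all genes. Camera passed the threshold for the two-cell stage burst (adjusted p = 1.9e-06). The median of these genes was −0.14 without D1 and −5.22 without D5, against −0.35 and −2.75 for all genes. This list differed in one library. In D1, 10 of its 26 genes were over 10-fold above every other library, against 216 of 15592 genes, or 1.39%, and in each of the other 5 libraries 0 were. Zscan4c had 8360 reads in D1 and at most 6 elsewhere. Many of these genes are nearly identical, so they are not independent. No explanation was tested.

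In C2C12 NT embryos, Nck2 had an FPKM of 3.34 ± 0.872 (SD, n = 3) without and 0.162 ± 0.148 with α-amanitin (log2 change 1.89, standard error 0.36, adjusted p = 0.0158 from limma, 0.0530 without S18, and from 0.0074 to 0.1105 over all alternatives), under the 4-fold criterion. Without that criterion it was called, and it met both with a pseudocount of 0.1 (3.89) or without S17 (2.07), and, in fits chosen after its values were seen, with edgeR (3.78 with TMM, 4.14 with library totals) and DESeq2 (3.96) on recovered reads. Kctd9 had 2.67 ± 0.871 and 0.752 ± 0.957 (log2 change 1.17, standard error 0.47, adjusted p = 0.137, limma). Zfp281 had 26.8 ± 9.91 and 11.8 ± 6.55 (log2 change 1.16, standard error 0.46, adjusted p = 0.132, limma). Actb, the paper's internal control in RT-PCR, had 438 ± 123 and 419 ± 216 (log2 change 0.15, standard error 0.38, adjusted p = 0.827, limma), with −0.21 without S16.

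The few genes called in some alternatives were chosen after their values were seen. Without a filter, the 5 downregulated genes of the C2C12 experiment were Jak3, Osbpl7, Gm27010, Gm24616 and Tsx. In the replication experiment, A930014E10Rik had 7, 21 and 9 reads in DR and 426, 487 and 124 in D (log2 change −3.53, adjusted p = 0.0003, DESeq2 with its own factors on rescaled reads; −3.52, adjusted p = 0.0149, on rounded FPKM). The first of these fits also called Gm45170, Fam46a, Zfp54 and Ankrd1 lower in DR and 4930470B04Rik higher, the latter from 75 reads in DR3 and 0 in every other library. Without D5, limma called Gm28645, Gm13962, Gm22723 and Klk1b28-ps lower in DR, all of which had at most 1 read in D5.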
